# Chemicals orchestrate reprogramming with hierarchical activation of master transcription factors primed by endogenous *Sox17* activation

**DOI:** 10.1038/s42003-020-01346-w

**Published:** 2020-10-30

**Authors:** Zhenghao Yang, Xiaochan Xu, Chan Gu, Jun Li, Qihong Wu, Can Ye, Alexander Valentin Nielsen, Lichao Mao, Junqing Ye, Ke Bai, Fan Guo, Chao Tang, Yang Zhao

**Keywords:** Reprogramming, Transdifferentiation, Networks and systems biology, Mechanism of action

## Abstract

Mouse somatic cells can be chemically reprogrammed into pluripotent stem cells (CiPSCs) through an intermediate extraembryonic endoderm (XEN)-like state. However, it is elusive how the chemicals orchestrate the cell fate alteration. In this study, we analyze molecular dynamics in chemical reprogramming from fibroblasts to a XEN-like state. We find that *Sox17* is initially activated by the chemical cocktails, and XEN cell fate specialization is subsequently mediated by Sox17 activated expression of other XEN master genes, such as *Sall4* and *Gata4*. Furthermore, this stepwise process is differentially regulated. The core reprogramming chemicals CHIR99021, 616452 and Forskolin are all necessary for *Sox17* activation, while differently required for *Gata4* and *Sall4* expression. The addition of chemical boosters in different phases further improves the generation efficiency of XEN-like cells. Taken together, our work demonstrates that chemical reprogramming is regulated in 3 distinct “prime–specify–transit” phases initiated with endogenous *Sox17* activation, providing a new framework to understand cell fate determination.

## Abstract (web summary)

Yang, Xu, Gu et al. demonstrate that activation of endogenous *Sox17* pushes fibroblasts to an extraembryonic endoderm-like state in chemically induced reprogramming of somatic cells into stem cells. This study provides insights into how chemicals prime the transition of somatic cells into stem cells.

## Introduction

Somatic cells can be reprogrammed to become pluripotent by nuclear transfer into oocytes, by delivery of transcription factors or by treatment with a cocktail of chemicals^1–3^. These somatic reprogramming techniques hold great promise in regenerative medicine for providing an unlimited source for functional cells. In comparison with the other two strategies, chemical reprogramming is attractive for future applications due to its non-integrative nature, ease to be standardized and temporally controlled, and lower tumorigenicity^3,4^.

In recent years, the understanding of the cell dynamics and the molecular mechanisms of chemical reprogramming has gone deeper and broader. For instance, an extraembryonic endoderm (XEN)-like state bridges the chemical reprogramming towards chemically reprogrammed into pluripotent stem cells (CiPSCs) from different somatic cell types^4,5^. Dynamic early-embryonic-like programs are found critical for the transition of XEN-like state into a pluripotent state^6^. In addition, the chemical reprogramming efficiency has been found greatly improved by additional chemical boosters, such as bromodeoxyuridine, retinoic acid agonists, Dolt1L inhibitors, and glycogen synthase kinase 3 inhibitors, and CiPSC can even be induced with a chemically defined medium^4,7–9^.

Furthermore, chemical reprogramming strategies have been extended to inducing direct cell lineage conversion into functional cell types without an intermediate pluripotent state. For instance, neural progenitors^10^, functional neurons^11,12^, cardiomyocytes^13,14^, skeletal muscles^15^, brown adipocytes^16,17^, astrocytes^18^, endoderm progenitor-like cells^19^, and photoreceptor-like cells^20^ are reported to be induced from fibroblasts with chemicals alone. Besides, endoderm progenitor cells are induced from gut epithelium with pure chemicals^21^, and human fetal astrocytes are converted into functional neurons by chemical combinations^22^.

Intriguingly, the small molecules essential for XEN induction, CHIR99021 (a GSK3 inhibitor), 616452 (Repsox, an ALK5 inhibitor), and Forskolin (a cAMP agonist) have frequently been used for the direct induction of the many of different cell types noted above. Unlike the master genes used in transgenic reprogramming, which are associated with the target cell type, these chemicals always target signaling pathways that play roles in different cell types and are not associated with any specific cell lineage. Therefore, it is still unclear how the chemical cocktails determine the target cell type, and the molecular dynamics during chemically induced cell fate transition are still elusive^23^.

Here, to better understand how chemically induced cell fate alteration and determination are orchestrated, we studied the chemical reprogramming process from fibroblasts to XEN-like cells in terms of the time-course and at the single-cell resolution. We revealed that cell fate transition was primed by endogenously expressed Sox17, which mediated further hierarchical activation of master transcription factors in chemical reprogramming. We further investigated the role of small molecules in various stages throughout the process.

## Results

### Chemically induced *Sox17* expression initiates XEN-like cell fate reprogramming

To investigate how the chemical cocktail determines XEN-like cell fate during C6FAE-mediated reprogramming (C, CHIR99021; 6, 616452; F, Forskolin; A, AM580; E, EPZ004777) (Fig. 1a), we analyzed the reprogramming process at 10 time points over a course of 20 days with single-cell RNA-sequencing (Fig. 1b). In comparison with the existing dataset^6^, our data detected more UMIs and genes, and the expression pattern of XEN and fibroblast master genes in various periods were comparable (Supplementary Fig. 1a–d). 

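Single cells of the C6FAE course were picked by hand on days 0, 1, 2, 3, 4, 5, 6, 8, 12 and 20 (d0 to d20 here). The cells taken as day 6 are named d6p, and the meaning of the p is not stated. A pair of further groups came from colonies picked on day 8 (d8c) and on day 12 (d12c). The cocktail held CHIR99021 at 20 μM, the compound abbreviated 6 at 10 μM, Forskolin at 50 μM, AM580 at 0.05 μM and EPZ004777 at 5 μM. The authors aligned the reads to the mm9 mouse transcriptome and counted unique molecular identifiers (UMIs, tags that mark single RNA molecules) per gene and cell, and the values used here are whole numbers. Their table held 808 cells, with 92 ERCC spike-in RNAs listed beside the genes, of which 23197 genes were used. The series lists 10 sequenced samples, but the cell names give only a time point and a running number. No cell could therefore be assigned to a sample, all cells were treated as 1 sample without replicates, and no test between groups was made. Intervals given for UMIs (exact Poisson) and for shares of cells (exact Clopper-Pearson), at 95%, cover counting error only. Where a share of 0 is said to allow a share, this is 3 cells of the total, which lies below the exact upper limit. Cells with at least 4000 detected genes were kept, which left 670 cells with between 17633 and 6004864 UMIs each. Without this filter all 808 cells would enter, with a median of 374599 UMIs against 510306 in the kept cells. UMIs were scaled to the UMIs of the cell (CPM, the scale of the unit that the paper calls TPM), and log2 values were taken of CPM + 1. Shares of cells with a UMI were also computed after every cell had been thinned to 50000 UMIs, which 647 of the kept cells allowed.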

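The kept cells had a median of 7510 detected genes. By time point the median depth ran from 195480 UMIs at d20 to 1055206 at d2, and it was 344196 at d0, 751825 at d5 and 768565 at d12. Filtering removed 45 of 96 cells at d12c and 34 of 72 at d20, against 12 of 84 at d0. Medians of log2(CPM + 1) at d0, d5, d12 and d20 were compared for the fibroblast and XEN master genes. For *Osr1* this median was 5.69 at d0 and 0 at the later 3 of these time points. *Prrx1* had medians of 7.74, 7.49, 8.54 and 0 in the same order, and *Twist1* 3.39, 8.09, 7.44 and 0. *Sox17* had a median of 0 at d0 and d5, 2.73 at d12 and 9.71 at d20. The median of *Sall4* was 0 before d20 and 6.04 at d20, and that of *Gata4* was 0.90 at d12 and 6.53 at d20. The mean CPM of single genes depended most on the way of averaging. *Sox17* at d12 had a mean of 70.8 CPM, but 8.22 CPM when log2(CPM + 1) was averaged and transformed back.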

Importantly, MEF cells and XEN cells (day 20) merged perfectly with those in the existing dataset (Supplementary Fig. 1e), indicating the fidelity of our single-cell RNA-seq data.

**Fig. 1:**
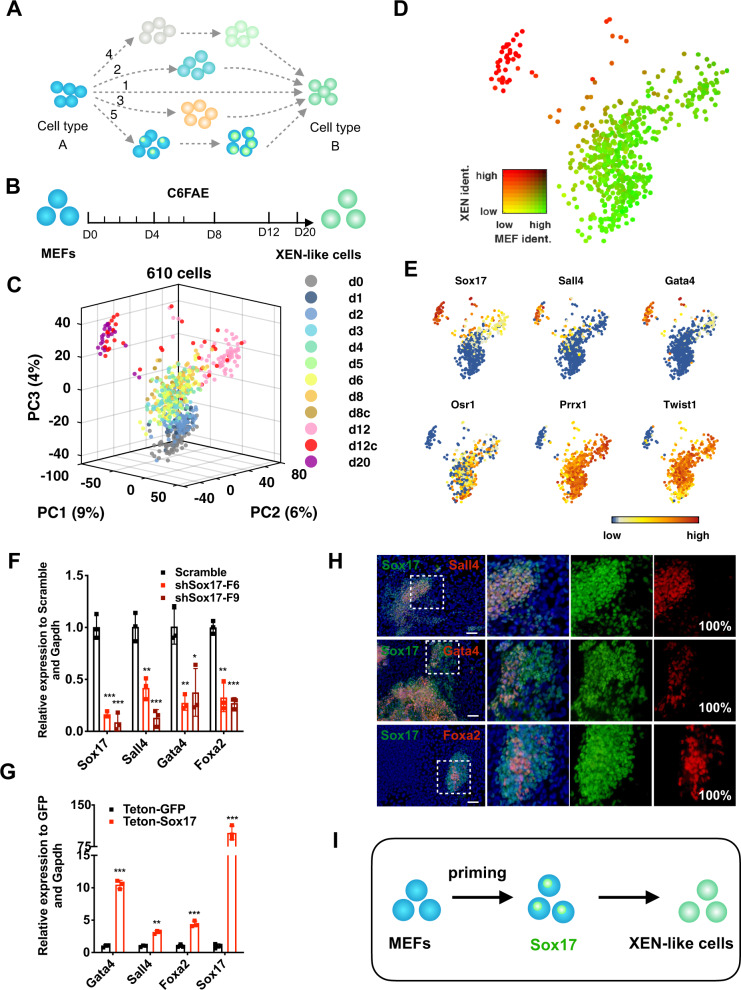
Chemically induced *Sox17* expression initiates cell fate reprogramming towards XEN-like cells. **a** Potential models for cell fate reprogramming. The “directly switch model” proposes cell fate switch directly without any intermediate cell type (1); The “de-differentiate and re-differentiate model” indicates cell fate reprogramming mediated by a multipotent stem cell with the differentiation potential into both the initial and target cell types (2); The “discrete state transit model” assumes cell fate reprogramming process with gradual fading of the initial cell features and gradual formation of the target cell identities (3); The “reset and reconfigure model” refers to cell fate reprogramming with the erasing of initial cell identity before the establishment of target cell identity (4); The “prime, specify and transit model” indicates cell fate reprogramming with priming and specification state without substantial alteration of initial cell identities before cell fate transition into the target cell types (5). **b** Schematic diagram of chemical-mediated XEN-like cell reprogramming. **c** PCA projection of all individual cells during the reprogramming process. d8c, single cells picked from colonies of day 8; d12c, single cells picked from colonies of day 12; **d** MEF and XEN identity in the PCA projection. For each cell on the XEN reprogramming path, the similarity to bulk RNA-seq from either MEFs or XEN-like cells as calculated using quadratic programming. **e** Expression of XEN master genes (*Sox17, Sall4, Gata4*) and MEF master genes (*Osr1, Prrx1, Twist2*) in the PCA projection. **f** Relative mRNA levels of XEN genes induced by C6FAE on day 12 with the knockdown of *Sox17* (*n* = 3). **g** Relative expression of XEN genes induced by C6FAE on day 12 with the overexpression of *Sox17* (*n* = 3). **h** Co-staining of Sox17 and other XEN master genes induced by C6FAE on day 12. Scale bar, 100 μm. The percentage of Sall4, Gata4 and Foxa2-positive cells emerged in Sox17-positive cells were labeled in the lower right corner of each picture. **i** Schematic of the stepwise XEN induction mediated by *Sox17* activation. Significance was assessed compared with the controls using a one-tailed Student’s *t-*test. ***p < 0.001; **p < 0.01; *p < 0.05.

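Components were computed from log2(CPM + 1) of the 2000 most variable genes, each scaled to unit variance, without the genes the paper names. Component 1 held 8.12% of the variance, component 2 held 5.13% and component 3 held 4.47%. Centring the genes without scaling moved component 1 most, to 12.6%. Distances between the medians of successive time points on these 3 components were 5.91 from d0 to d1, 6.85 from d1 to d2 and 11.1 from d2 to d3. They were 5.79 from d3 to d4, 2.47 from d4 to d5, 10.9 from d5 to d6 and 5.41 from d6 to d8. The step from d8 to d12 measured 27.4, about as far as d0 lay from d8 (27.1), and d20 lay 33.2 from d0 and 49.4 from d12. On component 1 the median was -16.42 at d12, 22.25 at d12c and 27.83 at d20.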

By principal component analysis (PCA) of single-cell RNA-seq data from days 0 to day 20, we found that cells in the earlier stage were quite close to each other and then separated gradually, and ultimately divided into two branches (Fig. 1c). This bifurcated reprogramming trajectory was also confirmed by pseudo-time analysis (Supplementary Fig. 1f). These two branches mainly consisted of cells from day 12 and day 20 and they belonged to different clusters in which cells were grouped using Louvain clustering with a resolution 0.95^24–26^ (Supplementary Fig. 1g). 

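Louvain clustering of 15 components with 20 neighbours at resolution 0.95 gave 9 clusters. Cluster 7 held 66 cells, of which 37 were from d20, 28 from d12c and 1 from d12, and it was taken as the proceeding branch because it held most d20 cells. Cluster 3 held 87 cells, 66 from d12 and 21 from d12c, and it was taken as the trapped branch because it held most d12 cells. All 21 d12c cells of cluster 3 carry running numbers from 1 to 24, whereas the 30 kept d12c cells numbered 49 to 96 gave 28 cells of cluster 7. Cluster 6 held 68 of 72 d0 cells, whereas cluster 1, the largest with 129 cells, mixed 20 cells of d2, 36 of d3, 38 of d4 and 32 of d5. At d4, 35 of 40 cells numbered 1 to 48 fell in cluster 8 and all 37 cells numbered 49 to 96 in cluster 1. If number ranges stand for libraries, library and branch cannot be told apart from these labels for d12c. Among the alternatives, a minimum of 6000 genes per cell moved the branches most and left 21 cells in the proceeding branch.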

We evaluated cell identities by using the analytical technique based on quadratic programming with 100 genes representing for MEF cell identity and 100 genes representing for XEN cell identity^27^. The left branch had established the major XEN identity without MEF identity (Fig. 1d and Supplementary Fig. 1h), indicating successful reprogramming into XEN-like cells and was further referred to as “the proceeding branch”. 

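Each cell was fitted by non-negative least squares as a sum of a MEF profile and an XEN profile over 100 MEF genes and 100 XEN genes. The profiles were the mean log2(CPM + 1) of d0 cells and of d20 cells, since the bulk profiles used in the paper were not used here. The cells of d0 and of d20 were split at random into equal parts, and each part was fitted to profiles made from the other. The 66 cells of the proceeding branch had a median XEN identity of 0.965, with quartiles of 0.907 and 1.01. Their median MEF identity was 0.018, with quartiles of 0 and 0.059. Since d20 cells gave the XEN profile and make up 37 of the 66 cells, these values are largely set by the choice of profile and branch. The 29 cells of the branch that are not from d20 had a median XEN identity of 0.938 and a median MEF identity of 0.040, with quartiles of 0.016 and 0.074, but they were also grouped by their likeness to d20 cells. Fitting on linear CPM instead of log2 values moved the difference in median XEN identity between the branches most, from 0.690 to 1.01.

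**Figure D1:**
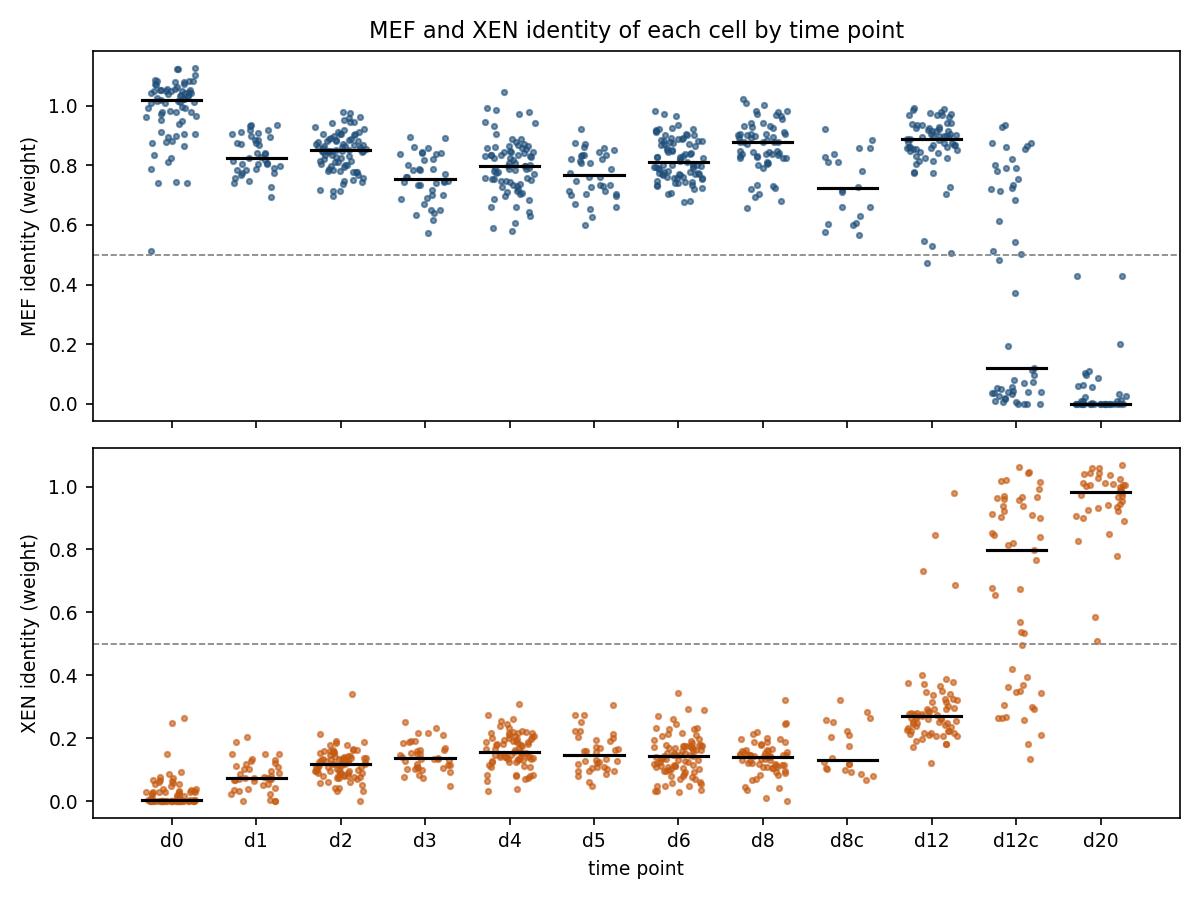
MEF identity (upper panel) and XEN identity (lower panel) of each of the 670 kept cells, as weights without unit, by time point. Points are cells, black lines are medians and the dashed line marks 0.5; the median MEF identity was 0.888 at d12, 0.119 at d12c.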

While, the right branch reserved the major profiles of MEF identity, without the establishment of XEN identity, which was further termed as “the trapped branch”. 

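In the trapped branch the median MEF identity was 0.868, with quartiles of 0.809 and 0.917, and the median XEN identity was 0.276, with quartiles of 0.234 and 0.342. Of these 87 cells, 1 had a MEF identity under 0.5 (1.15%, interval 0.029% to 6.24%), and 7 had an XEN identity over 0.5. The cells of d0 to d8c had a lower median XEN identity, 0.125. On linear CPM the trapped branch had a median XEN identity of 0.012 and a median MEF identity of 0.681. In the 63 d12 cells with a higher MEF than XEN identity, 13 abundant XEN genes stood at a median of 0.738% of their mean in the 7 cells of d12 and of d12c numbered 1 to 24 in which the XEN identity was the higher. The paper takes XEN identity without MEF identity in the left branch as a sign of reprogramming into XEN-like cells, and it names the right branch for MEF identity without XEN identity.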

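*Sox17* (ENSMUSG00000025902) lies on chromosome 1 of NCBIM37 (mm9) from 4481009 to 4486494, *Sall4* (ENSMUSG00000027547) on chromosome 2 from 168573832 to 168593443 and *Gata4* (ENSMUSG00000021944) on chromosome 14 from 63817759 to 63890529. All are protein-coding genes. In the proceeding branch the mean expression of *Sox17* was 884 CPM (15286 UMIs), against 87.4 CPM (5230 UMIs) in the trapped branch, and the medians were 785 CPM and 6.49 CPM. The mean of *Sall4* was 116 CPM (1775 UMIs) against 0.643 CPM (103 UMIs), and that of *Gata4* was 164 CPM (2809 UMIs) against 17.4 CPM (1336 UMIs). *Sox17* reached 100 CPM in 63 of the 66 proceeding cells and in 12 of the 87 trapped cells, and 7 of those 12 were d12c cells. UMIs of *Sall4* were found in 87.9% of proceeding cells (77.5% to 94.6%) and in 10.3% of trapped cells (4.84% to 18.7%). The proceeding cells had a median of 216190 UMIs and the trapped cells 708287, so the higher share was found at the lower depth.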

The cells located at the proceeding branch had a remarkable higher expression of the XEN master genes *Sox17*, *Sall4*, and *Gata4*, which were reported to promote the differentiation into XEN cells from mouse embryonic stem cells by forming a self-activation loop^28–31^ (Fig. 1e). 

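*Osr1* (ENSMUSG00000048387) lies on chromosome 12 of NCBIM37 (mm9) from 9581248 to 9588305, *Prrx1* (ENSMUSG00000026586) on chromosome 1 from 165175247 to 165243841 and *Twist2* (ENSMUSG00000007805) on chromosome 1 from 93698038 to 93744605. In the trapped branch the mean of *Prrx1* was 397 CPM and that of *Twist2* was 1353 CPM, and both were found in all 87 cells. At d0 these means were 229 CPM and 171 CPM. The mean of *Osr1* was 25.1 CPM in the trapped branch, with UMIs in 42 cells, against 140 CPM at d0. *Twist1*, a further fibroblast master gene, had a mean of 234 CPM in the trapped branch and of 25.9 CPM at d0. Of these 4 genes, 1 had a lower mean in the trapped branch than at d0. UMIs of *Gata4* were found in 52 of the trapped cells (59.8%, 48.7% to 70.1%), and the median over all 87 cells was 0.936 CPM.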

The trapped branch included cells with a lower expression of *Sall4* and *Gata4* while still retained the high expression of fibroblast master genes, such as *Osr1*, *Prrx1*, and *Twist2* (Fig. 1e). Interestingly, very few cells had low scores of MEF identity before XEN-like cells were induced. This indicates no distinct de-differentiated, or other kinds of intermediate, cells during chemical reprogramming from MEFs to XEN-like cells (model 1–4 in Fig. 1a).

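Of the 514 cells of d0 to d8c, 0 had a MEF identity under 0.5, which allows a share of up to 0.584%. This limit falls inside a continuous score, and 8 of these cells had a MEF identity from 0.4 to 0.6. The lowest value was 0.512, in a d0 cell, and the lowest after d0 was 0.565, at d8c. Their median MEF identity was 0.836, with quartiles of 0.770 and 0.902, and that of the 442 cells without d0, which gave the MEF profile, was 0.825. With a limit of 0.7 in place of 0.5, 42 cells fell below it, and on linear CPM 213 cells lay under 0.5. With all deposited cells 5 cells lay under 0.5, with a minimum of 6000 genes 2 cells, and after thinning 3 cells. The highest XEN identity among these 514 cells was 0.343.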

We noticed that the major differences between the proceeding and the trapped branches were the differential expression of XEN and fibroblast master genes. The expression of XEN master transcriptional factors (TFs), especially *Sox17*, were enriched in the proceeding branch (Fig. 1e and Supplementary Fig. 1i). 

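Differences between the branches were taken as the mean log2(CPM + 1) of the proceeding cells minus that of the trapped cells, over 9630 genes with a mean of at least 1 in either branch. Of these genes, 562 were higher by over 2 in the proceeding branch and 1221 were lower by over 2. A pseudocount of 10 lowered these counts most, to 160 and 377. *Sox17* differed by 5.82 and ranked 10 among all rises, *Sall4* differed by 5.44 (rank 13), *Gata4* by 5.15 (rank 21) and *Sox7* by 4.42 (rank 41). *Foxa2* differed by 2.09 and *Gata6* by 0.62. With d20 cells set against d12 cells in place of the clusters, *Gata6* changed direction, to -0.24. Among fibroblast master genes the difference was -9.33 for *Twist2*, -7.57 for *Prrx1*, -6.29 for *Twist1* and -1.54 for *Osr1*. The 5 largest rises were those of *Cited1* (7.20), *Atp1b1* (6.92), *Ramp1* (6.79), *Bex4* (6.78) and *Cyp26a1* (6.50). The 5 largest falls were those of *Col1a1* (-10.27), *Stc1* (-10.12), *Inhba* (-9.90), *Crabp1* (-9.49) and *Twist2*.

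**Figure D2:**
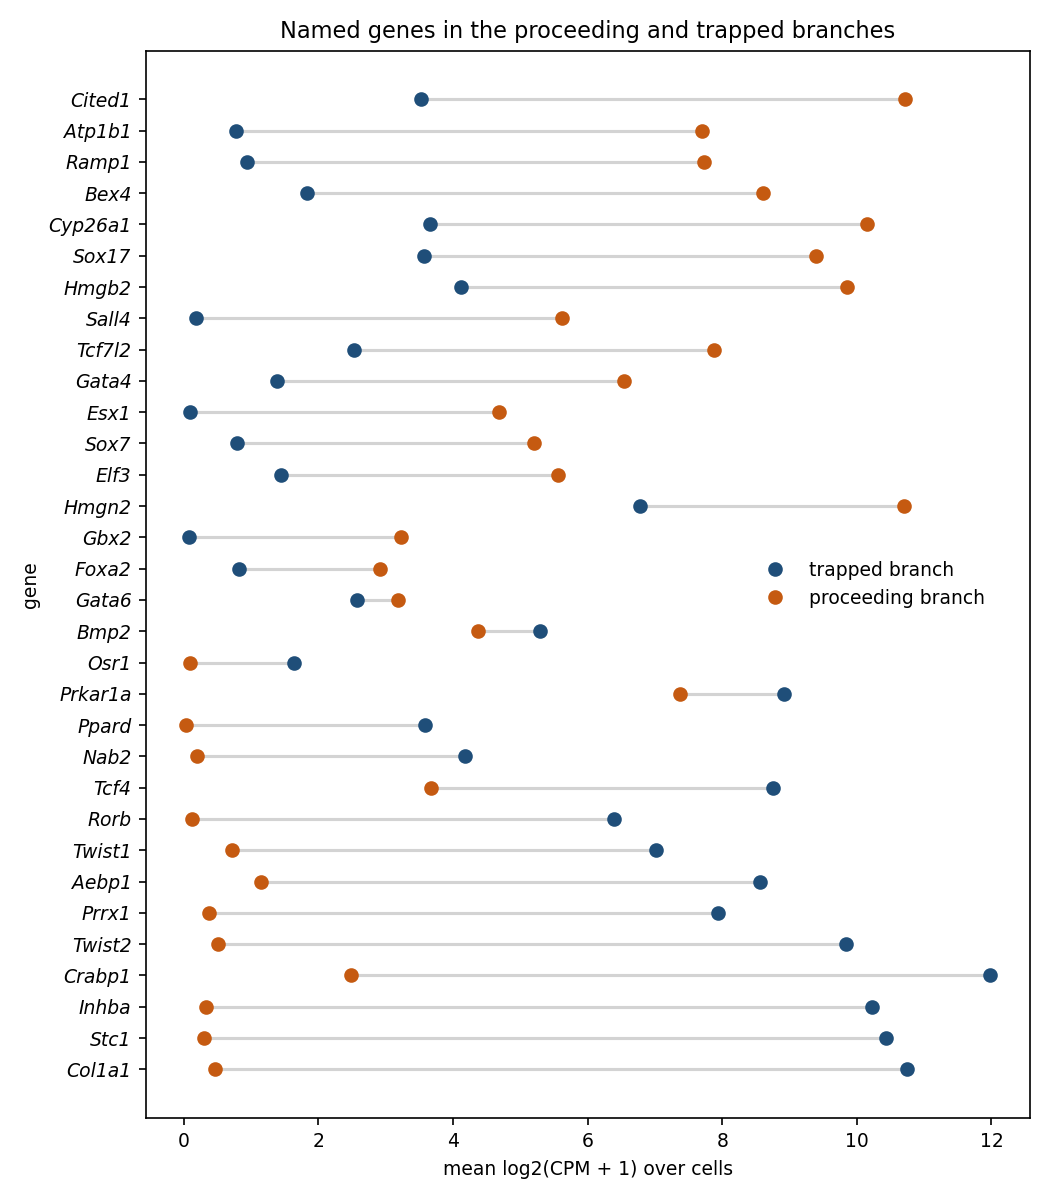
Mean log2(CPM + 1) of the genes named in the paper or by the size of their difference, over the 66 cells of the proceeding branch (orange) and the 87 cells of the trapped branch (blue). Each grey line joins the pair of values of one gene; Cited1 stands at 10.72 in the proceeding branch and 3.53 in the trapped branch, Col1a1 at 0.47 and 10.74.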

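*Foxa2* (ENSMUSG00000037025) lies on chromosome 2 of NCBIM37 (mm9) from 147868613 to 147872705. The share of cells with a *Sox17* UMI was 1.39% at d0 (1 of 72 cells). No d0 cell held *Sox17* above 8.15 CPM, while the highest d8 cell held 561 CPM, so d0 cannot show RNA carried over from such cells, and shares above its limit do not separate activation from carry-over. It was 0 of 40 cells at d1, 12.0% at d2 (5.93% to 21.0%), 36.8% at d3, 37.7% at d4, 30.6% at d5, 15.1% at d6 and 59.7% at d8. The *Sox17* share at d4 was 55% in cells numbered 1 to 48 and 18.9% in those numbered 49 to 96, whose median depths were 778220 and 322070 UMIs. At d8 it was 76.2% in cells numbered 1 to 48 and 25% in those above 48, at 691660 and 359100 UMIs. In the same order it was 15.6% and 7.89% at d2, and 14.6% and 15.6% at d6. For *Sall4* the share was 0 of 72 cells at d0, which allows a share of up to 4.17%, with an exact upper limit of 4.99%. It was 8.43% at d2, 18.4% at d3 and 23.3% at d6. *Gata4* had a UMI in 2.78% of cells at d0, in 8.06% at d8 and in 61.2% at d12 (48.5% to 72.9%). *Foxa2* had no UMI in any cell from d0 to d8c, then one in 31.3% of cells at d12 and in 56.9% at d12c. The first share above the upper limit of d0 was at d2 for both *Sox17* and *Sall4*, and at d12 for both *Gata4* and *Foxa2*. This rule leaves out the counting error of the later share. At d2 the intervals of *Sox17* and *Sall4* overlapped those of d0, and the median depth was 1055206 UMIs against 344196 at d0. After thinning, *Sox17* had a UMI in 1 of 37 cells at d3, and its share was 11.0% at d4, 36.4% at d12 and 100% at d20, and the *Sall4* share was 8.11% at d3 and 83.3% at d20. Thinned shares first passed the limit of d0 at d3 for *Sall4* (3 of 37 cells) and at d4 for *Sox17*, an order within counting error. In the d12 cells with a higher MEF than XEN identity, the median of *Sox17* was 0.555% and that of *Gata4* 0.363% of the mean in the XEN-like cells of d12 and of d12c numbered 1 to 24, within the 0.244% to 1.85% (5th to 95th percentile) of other abundant XEN genes, although *Sox17* reached 20 CPM in 7 of these 63 cells.

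**Figure D3:**
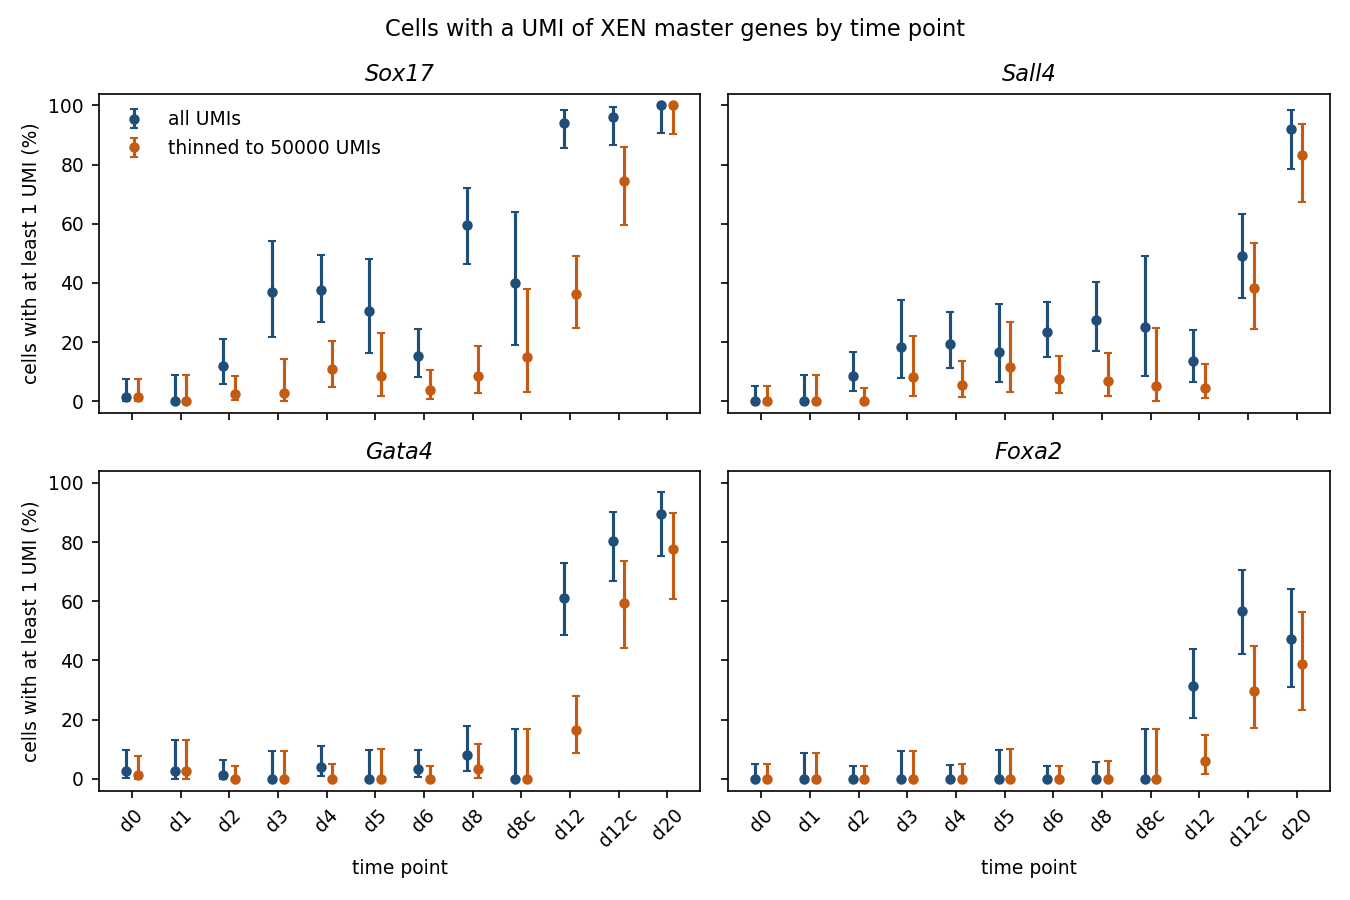
Share of kept cells with at least 1 UMI (%) of 4 XEN master genes by time point, with all UMIs (blue) and after thinning every cell to 50000 UMIs (orange). Points are shares of 20 to 86 cells and bars are exact 95% intervals; at d12 Sox17 had a UMI in 63 of 67 cells with all UMIs and in 24 of 66 after thinning.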

Besides, the order of the activated expression of XEN master TFs was *Sox17*, *Sall4*, *Gata4*, and *Foxa2*, suggesting that *Sox17* was upstream of the other XEN TFs (Supplementary Fig. 1j–l).

In line with the above, we found that *Sox17* knockdown impaired the activation of most of the XEN TFs, *Gata4*, *Sall4*, and *Foxa2*, as well as XEN-like colony formation (Fig. 1f). Meanwhile, *Sox17* overexpression promoted the upregulation of *Sall4, Gata4*, and *Foxa2* (Fig. 1g). Then, we analyzed the co-expression of XEN master gene expression every day throughout the reprogramming process by immunofluorescence. We found that the expression of Sox17 was detected as early as day 4. Sall4, Gata4, and Foxa2-expressing cells were all subpopulations of Sox17-expressing cells that emerged in day 5-8 (Fig. 1h), indicating Sall4, Gata4, and Foxa2 were only activated in Sox17-positive cells.

These findings suggest that chemical-mediated XEN-like cell reprogramming is mediated by the endogenously activated *Sox17* in fibroblasts (Fig. 1i).

### XEN-like cell fate specification and transition with the accumulated master TFs downstream of *Sox17*

To further investigate how the cell fate reached a XEN-like state after Sox17 activation, we focused on the activation of Gata4, Sall4, and Foxa2. We found that Gata4-positive cells were a subset of Sall4-positive cells and no Gata4-positive/Sall4-negative cells appeared before day 6 by analyzing the co-expression of Gata4 and Sall4 using immunostaining. This suggests Gata4 activation is only in Sall4-expressing cells (Fig. 2a, b). Afterward from day 7 to day 12, the number of Gata4-positive colonies greatly increased while the number of Sall4-positive colonies declined (Fig. 2c). Finally, at day 12, Sall4-positive cells turned out to be a subpopulation of Gata4-positive cells (Fig. 2a). This was probably due to the self-repression function of Sall4 expression as reported^32^ or resulted from another wave of Gata4 activation without Sall4. Staining for Foxa2 revealed a subpopulation of Gata4 expressing cells, leading us to believe that Gata4 might be upstream of Foxa2 in cell fate specification (Fig. 2d).

**Fig. 2:**
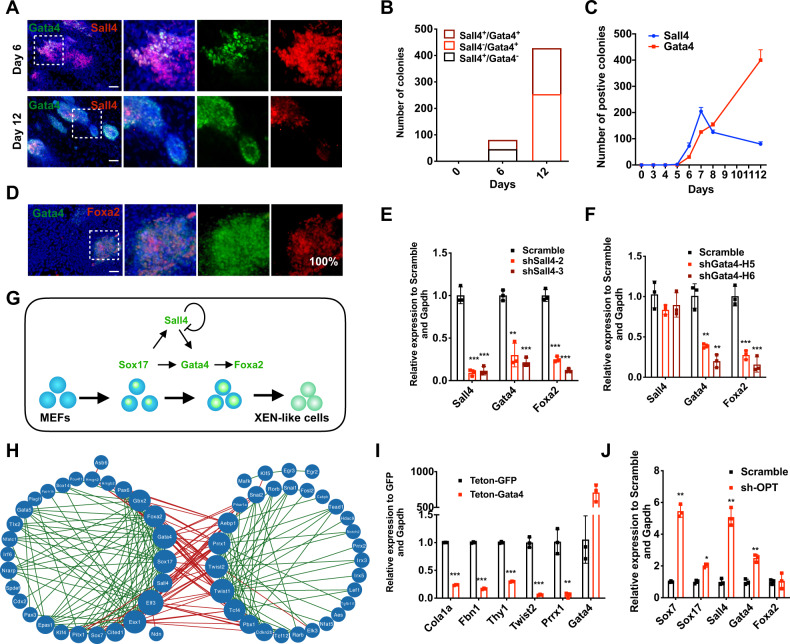
Cell fate specification and transition into XEN-like cells with the accumulated expression of master TFs after *Sox17* activation. **a** Co-staining of Sall4 and Gata4 induced by C6FAE on day 6 and day 12. Scale bar, 100 μm. **b** Quantitation of Sall4^+/^Gata4^+^, Sall4^+/^Gata4^-^, Sall4^-^/Gata4^+^ colonies per well of 12-well plate induced by C6FAE on day 0, 6, and 12. **c** Numbers of Sall4 or Gata4-positive colonies per well of 12-well plate at different time points. **d** Co-staining of Gata4 and Foxa2 induced by C6FAE on day 12. Scale bar, 100 μm. The percentage of Foxa2-positive cells emerged in Gata4-positive cells were labeled in the lower right corner of the picture. **e** Relative mRNA levels of XEN genes induced by C6FAE on day 12 with the knockdown of *Sall4* (*n* = 3). **f** Relative mRNA levels of XEN genes induced by C6FAE on day 12 with the knockdown of *Gata4* (*n* = 3). **g** Schematic diagram of the hierarchical regulation circuitry among XEN master genes. **h** Transcription factor correlation network of XEN-like cells and MEFs. Green lines represent positive correlation and red lines represent the negative correlation. **i** Relative mRNA levels of MEF master genes with the overexpression of *Gata4* (*n* = 3). **j** Relative mRNA level of XEN genes with the knockdown of MEF genes. Sh-*OPT* stands for triple knockdown of MEF master genes, *Osr1*, *Prrx1*, and *Twist2* (*n* = 3). Significance was assessed compared with the controls using a one-tailed Student’s *t-*test. ***p < 0.001; **p < 0.01; *p < 0.05.

In a knockdown experiment of *Sall4* the expression of *Gata4* and *Foxa2* was severely disrupted, suggesting that *Sall4* is the upstream regulator of *Gata4* and *Foxa2*, which is consistent with the immunostaining data (Fig. 2e). Knockdown of *Gata4* decreased the expression of *Foxa2* but had no influence on the transcription of *Sall4* (Fig. 2f), which further supported that Foxa2, but not Sall4, is a downstream factor of Gata4. In summary, we found the activation of *Gata4* and *Sall4* was regulated differently, and the mutual regulation between them was dynamic. Figure 2g shows the hierarchical regulatory network of XEN master TFs.

The regulatory network for the cell fate specification and the transition was established after the core network of XEN master TFs was constructed (Fig. 2h). The cell fates of MEF and XEN-like were seen mutual antagonizing from the regulatory network. 

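Spearman correlations of CPM were computed across the 670 cells, which are not independent replicates, for *Sox17*, *Sall4*, *Gata4* and *Foxa2* against *Osr1*, *Prrx1*, *Twist1* and *Twist2*. All 16 pairs had a coefficient below 0, from -0.374 to -0.182 with a median of -0.257. Within the 156 cells of d12, d12c and d20 the 16 coefficients ran from -0.779 to -0.091. Within the 514 cells up to d8c, 12 pairs could be computed, since *Foxa2* had no UMI there, and the coefficients ran from -0.117 to 0.115. Of these 12, 8 were below 0, and *Sox17* with *Twist1* had 0.115. Pairs of XEN master genes had coefficients from 0.284 to 0.647 over all cells. Up to d8c the 3 pairs that could be computed had -0.00635 to 0.264, and within d12, d12c and d20 the 6 pairs had 0.230 to 0.684. The 156 cells of d12, d12c and d20 are mostly the 66 proceeding and 87 trapped cells, with median depths of 216190 and 708287 UMIs. Coefficients within these time points therefore largely restate the difference between the branches. No correlation within a branch was computed, so antagonism between genes within cells of 1 branch was not tested.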

In the transition process, the up-regulation of XEN master TFs promoted the down-regulation of fibroblast master TFs, and vice versa (Fig. 2i, j and Supplementary Fig. 2). Such a positive feedback loop could account for the fast transition from fibroblasts to XEN-like cell fates in the final stage of reprogramming, which was exhibited in the single-cell analysis (Fig. 1f and Supplementary Fig. 1h).

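MEF identity had a median of 0.878 at d8, with a quartile range of 0.825 to 0.921, and of 0.888 at d12, with 1 of 67 cells under 0.5. In the colony cells of d12c it had a median of 0.119, and 29 of 51 cells lay under 0.5 (56.9%, 42.2% to 70.7%). This median pools unlike number ranges. All 21 d12c cells numbered 1 to 24 fell in the trapped branch, where 1 of 87 cells lay under 0.5. Of the 30 numbered 49 to 96, 28 fell in the proceeding branch, where all 66 cells did. All 38 cells of d20, the day that gave the XEN profile, lay under 0.5. Both identities were over 0.3 in 20 cells of d12 and 15 cells of d12c, against 6 of the 514 earlier cells and 2 cells of d20. The trapped branch held 31 such cells, and its median XEN identity of 0.276 fell to 0.012 on linear CPM. Low XEN transcripts in d12 cells cannot be told apart from RNA carried over between cells processed together. These counts therefore do not show cells in transition. The 7 XEN-like cells of d12 and of d12c numbered 1 to 24 held 547 to 1100 CPM of 10 fibroblast markers together, against a median of 31.2 CPM in 29 XEN-like d12c cells numbered 49 to 96, of which 28 lay below 547 CPM.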

Taken together, the core XEN transcriptional network, including *Sox17*, *Sall4*, *Gata4*, and *Foxa2*, was established consecutively and hierarchically, and thus completing the cell fate specification and transition process in the end. These findings supported the “prime, specify and transit” model that previously speculated (model 5 in Fig. 1a).

### Chemicals are essential for *Sox17* expression while play different roles in the specification and transition process

Since CHIR99021, 616452 and Forskolin are pivotal to chemical reprogramming to XEN-like cells (Supplementary Fig. 3a), we further explored whether they were necessary to the entire process of reprogramming. We found that the chemical compounds worked with a stepwise approach.

Subtracting any one of CHIR99021, 616452 and Forskolin, respectively, from C6FAE from day 0 hampered the expression of XEN master TFs, especially the major TF, *Sox17* (Supplementary Fig. 3b). We then withdrew CHIR99021, 616452 and Forskolin after 4-day induction when *Sox17* was already activated albeit at a lower level (Fig. 3a). We found that the presence of CHIR99021 and Forskolin was essential for *Gata4* activation, while the addition of 616452 was critical for the up-regulation of *Sall4* (Fig. 3a). The expression of *Foxa2* was also greatly impaired when CHIR99021 or Forskolin was removed (Fig. 3a), which is consistent with our previous finding that *Foxa2* activation might be downstream of *Gata4* activation.

**Fig. 3:**
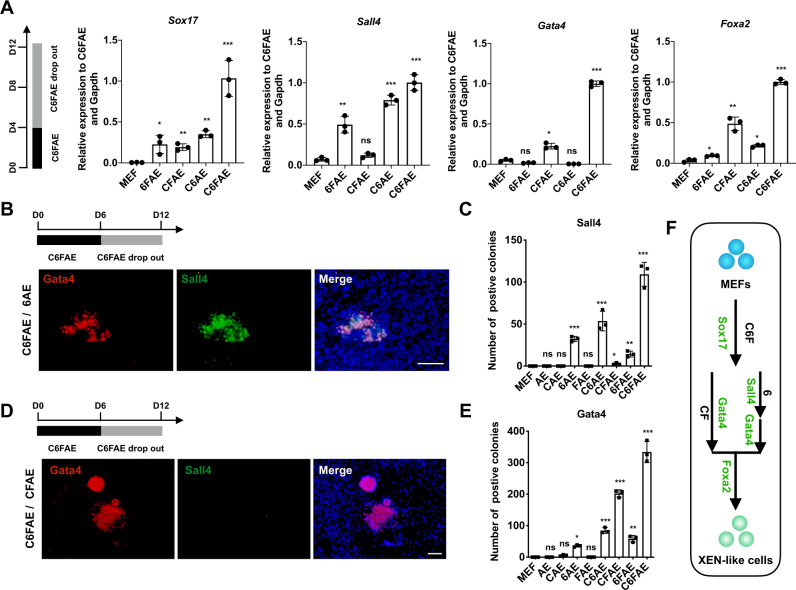
CHIR99021, 616452, and Forskolin are essential for *Sox17* expression while play different roles in the specification and transition process. **a** Relative mRNA levels of key XEN master genes on day 12 with removing C, 6, and F, respectively, from day 4 (*n* = 3). **b** Immunostaining of Sall4 and Gata4 on day 12 after removal of C, F from day 6. Scale bar, 100 μm. **c** Sall4-positive colony numbers on day 12 after removal of C, 6, and F, respectively, from day 6 (*n* = 3). **d** Immunostaining for Sall4 and Gata4 on day 12 after removal of 6 from day 6. Scale bar, 100 μm. **e** Gata4-positive colony numbers on day 12 after removal of C, 6, and F, respectively, from day 6 (*n* = 3). **f** Schematic of the roles of C, 6, and F in the regulation of XEN master genes. Significance was assessed compared with the controls using a one-tailed Student’s *t*-test. ***p < 0.001; **p < 0.01; *p < 0.05.

We further studied the requirement of CHIR99021, 616452, and Forskolin for the protein expression of Sall4 and Gata4, by subtracting CHIR99021, 616452, and Forskolin after day 6, when Sox17-positive cell number was greatly increased. Similar to the transcriptional level, 616452 was essential for the expression of Sall4 protein, and chemical cocktails containing 616452 after 6-day treatment of C6FAE were sufficient to induce the expression of Sall4 protein (Fig. 3b, c). Moreover, we detected the expression of Gata4 in Sall4-positive colonies when CHIR99021 or Forskolin was subtracted from the cocktail after day 6 in the presence of 616452 (Fig. 3b, c). It was consistent with our previous findings that Sall4 activated Gata4 expression. Interestingly, when 616452 was removed from the cocktail after day 6, in the presence of CHIR99021 and Forskolin, Gata4 expression was still detected at a high level, and Sall4 expression was substantially impaired. This indicates CHIR99021 and Forskolin were sufficient to induce Gata4 expression after the activation of Sox17, which is independent of Sall4 expression (Fig. 3d, e). This was also consistent with another wave of Gata4 expression that was found after 6 days of C6FAE treatment (Fig. 2a–c).

In summary, it was the cooperation of CHIR99021, 616452 and Forskolin that activated *Sox17*; thereafter, CHIR99021/Forskolin and 616452 activated the expression of *Gata4* and *Sall4*, respectively, in the specification stage, which further established the entire core regulatory network of XEN (Fig. 3f). After day 8, CHIR99021, 616452, and Forskolin were not essential for XEN gene expression (Supplementary Fig. 3c), suggesting that the transition phase was a self-organizing process by XEN master genes. These were also in line with the findings that the transduction of *Sall4* and *Gata4* was able to replace the function of CHIR99021, 616452 and Forskolin in inducing XEN-like colonies^4^. Overall, CHIR99021, 616452, and Forskolin played different roles in the reprogramming processes before and after Sox17 expression although they were required for both of the two phases.

### Endogenously activated BMP signaling is critical for *Sox17* activation and XEN induction

We further explored the upstream factors of *Sox17* after chemical treatment. Using bulk RNA-sequencing in the very early stage of XEN reprogramming, we found that *Bmp2* was one of the factors that were activated before *Sox17* expression (Fig. 4a and Supplementary Fig. 4a).

**Fig. 4:**
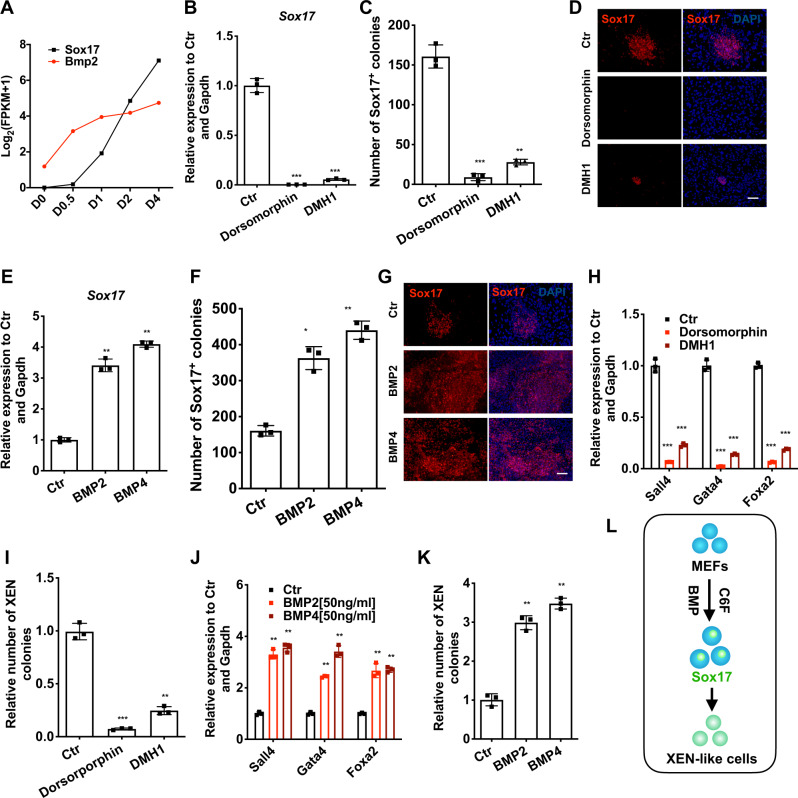
Endogenously activated BMP signaling pathway is critical for the activation of *Sox17* and XEN induction. **a** Expression of *Bmp2* and *Sox17* at different time points (analyzed by bulk RNA-sequencing). **b** The effects of Dorsomorphin and DMH1 on C6FAE-mediated *Sox17* activation (analyzed by RT-qPCR on day 4) (*n* = 3). **c** Number of Sox17-positive cells induced with Dorsomorphin and DMH1 on day 6 (*n* = 3). **d** Sox17-positive cells induced with Dorsomorphin and DMH1 on day 6. Scale bar, 100 μm. **e** Relative expression of *Sox17* after 4 days treatment with BMP2 and BMP4 at the dosage of 50 ng/ml (*n* = 3). **f** Number of Sox17-positive cells induced with BMP2 and BMP4 on day 6 (*n* = 3). **g** Sox17-positive cells induced with BMP2 and BMP4 on day 6. Scale bar, 100 μm. **h** Relative expression of *Sall4*, *Gata4*, *Foxa2* induced with Dorsomorphin and DMH1 on day 6 (*n* = 3). **i** Relative number of XEN colonies induced with Dorsomorphin and DMH1 on day 12 (*n* = 3). **j** Relative expression of *Sall4*, *Gata4*, *Foxa2* induced with BMP2 and BMP4 on day 6 (*n* = 3). **k** Relative number of XEN colonies induced with BMP2 and BMP4 on day 12 (*n* = 3). **l** Schematic of the roles of BMP signaling in the regulation of *Sox17* and XEN cell fate. Significance was assessed compared with the controls using a one-tailed Student’s *t*-test. ***p < 0.001; **p < 0.01; *p < 0.05.

To investigate the roles of *Bmp2* in the activation of *Sox17* and the subsequent reprogramming into XEN-like cells, we inhibited Bmp signaling with small molecule inhibitors Dorsomorphin and DMH1. We found that both the transcription of *Sox17* and the number of Sox17-positive colonies remarkably decreased (Fig. 4b–d). Meanwhile, the overexpression of *Bmp2* promoted the activation of Sox17 drastically (Supplementary Fig. 4b–e). Adding recombinant BMP2 or BMP4 in the reprogramming medium also improved the messenger RNA (mRNA) level of Sox17 and the number of Sox17-positive colonies (Fig. 4e–g). Consistently, Dorsomorphin and DMH1 compromised the upregulation of Sox17 expression by BMP2 or BMP4 (Supplementary Fig. 4f–i).

Importantly, the mRNA level of other XEN master genes (*Sall4*, *Gata4*, *Foxa2*) and the efficiency of XEN-like cell induction were hampered by Dorsomorphin and DMH1 (Fig. 4h, i), and were promoted by BMP2 and BMP4 (Fig. 4j, k). Also, we found that BMP4 notably promoted the up-regulation of *Sox17* in the iCD1 serum-free medium used in CiPSC induction^9^ (Supplementary Fig. 4j). However, the effects of BMP4 on the activation of *Sox17* relied on the presence of C6F. BMP4 could not replace the role of C6F on the activation of *Sox17* (Supplementary Fig. 4k).

These results indicate that the early activation of endogenous Bmp signaling by chemical cocktails promoted the expression of *Sox17* and thus facilitated the stepwise induction of XEN-like cells (Fig. 4l and Supplementary Fig. 4l).

### The chemical boosters, CH55 and VPA, benefit *Sox17* activation and XEN specification differently

The two phases before and after Sox17 expression revealed in our study, raised the possibility that the chemical boosters played different roles in the stepwise process from fibroblast to XEN-like cells. Thus, we compared the gene expression profiles induced with and without the previously reported chemical boosters, CH55 and valproic acid (VPA), in the presence of C6FAE^3,5^. Interestingly, CH55 promoted the expression of *Sox17* notably in the first 4 days, even on the basis of exogenously provided Bmp4 (Supplementary Fig. 5a), while had nearly no function in further activation of other XEN genes from day 4 to 12 (Fig. 5a, c). VPA was found to promote the up-regulation of most XEN genes and XEN identity from day 4 to day 12 (Fig. 5b, c). However, VPA has no beneficial effect on *Sox17* expression in the first 4 days, suggesting that VPA improved XEN reprogramming efficiency by supporting the up-regulation of the XEN network after the activation of endogenous Sox17.

**Fig. 5:**
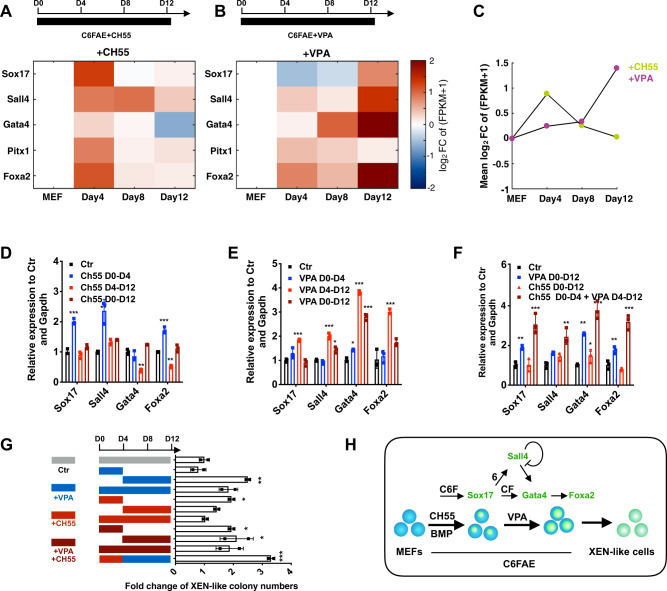
Chemical reprogramming boosters benefit different steps of reprogramming. **a**, **b** Effects of CH55 (**a**) and VPA (**b**) on the expression of XEN genes at different time points. C6FAE with additional CH55 or VPA conditions were compared with only C6FAE condition. **c** Effects of CH55 and VPA on XEN identity at different time points. C6FAE with additional CH55 or VPA conditions were compared with only C6FAE condition. **d**, **e** Relative mRNA expression of XEN master genes in the presence of CH55 (**d**) or VPA (**e**) with different durations (*n* = 3). **f** Relative fold change of the XEN genes expression in cells treated with CH55 and VPA by different duration (*n* = 3). (analyzed on day 12 by RT-qPCR). **g** Relative numbers of XEN colonies in the presence of CH55 and VPA with different durations (*n* = 3). **h** Summary of the functions of chemical boosters, CH55 and VPA, in XEN induction. Significance was assessed compared with the controls using a one-tailed Student’s *t*-test. ***p < 0.001; **p < 0.01; *p < 0.05.

We also found that the cocktail mainly induced “smoothed” colonies co-expressing *Sox17*, *Gata4*, and *Sall4* in the presence of VPA (VC6FAE). Without VPA, it induced many “fuzzy” colonies with robust *Sox17* expression and very low expression of *Sall4* and *Gata4* (Supplementary Fig. 5b–d). The fuzzy colonies had higher mRNA levels of the fibroblast master genes, *Osr1*, *Prrx1* and *Twist2* (Supplementary Fig. 5e) and could rarely be induced into XEN-like cells (Supplementary Fig. 5f, g). Importantly, smoothed colonies, but not fuzzy colonies, could be induced into pOct4-GFP-positive CiPSCs (Supplementary Fig. 5h, i). VPA promoted the induction of pOct4-GFP-positive CiPSCs (Supplementary Fig. 5j). These results support that VPA improves the C6FAE-mediated XEN reprogramming by promoting the XEN specification process, which was previously reported to bridge chemical reprogramming from fibroblasts to pluripotency^4,5^.

We further determined whether using chemical boosters, CH55 and VPA, in a stepwise manner could promote the XEN reprogramming efficiency. We found that treating the cells with CH55 only in the first 4 days was more efficient than treating for the entire process in promoting the expression of *Sox17* and *Sall4* (Fig. 5d). Also, VPA induced a higher level of *Gata4* and *Foxa2* mRNA when using in the last 8 days rather than in the entire process (Fig. 5e). Collectively, the sequential use of CH55 and VPA in different steps reached the highest efficiency of XEN-like colony generation (Fig. 5f, g). Taken together, these findings not only suggested the “prime, specify and transit” model in chemical reprogramming but also revealed the roles of the chemicals on the stepwise processes (Fig. 1a, h).

## Discussion

A major question in chemical reprogramming is “how does a set of chemicals, which bear no obvious relation to any genes or molecules that are directly associated with a specific cell type, enable the determination of a specific cell fate”. In this study, we made a significant conceptual leap towards an answer to this question. We demonstrated that the chemical reprogramming was a stepwise process by studying the molecular roadmap from fibroblasts to XEN-like cells. First, the chemicals orchestrated a priming state with the activated expression of Sox17, a master gene of XEN, without substantial cell fate alteration or determination. Afterward, the chemicals further guided hierarchical accumulation of endogenous master transcription factors for cell fate specification. Finally, cell fate was transited with the combination of those activated master transcription factors. In brief, chemicals used in reprogramming guided the hierarchical activation of master genes in the cell-fate-associated regulatory network in a stepwise manner.

Therefore, we indicate that the chemicals previously used in the entire process from fibroblasts to XEN-like cells had different functions in different phases and played different roles in activating different genes. The core chemicals CHIR99021, 616452, and Forskolin (C6F) were all essential to stimulate *Sox17* expression in the priming phase. Afterward, they supported the activation of other master genes, such as *Sall4* and *Gata4* for the XEN cell fate specification in the *Sox17* expressing cells differently. CHIR99021 and Forskolin facilitated *Gata4* expression, while 616452 enabled the expression of *Sall4*. CH55 and BMP signaling functioned through elevating *Sox17* activation, while VPA functioned through activating the other XEN master genes in the *Sox17* expressing cells.

Importantly, the “prime–specify–transit” model may be extended to other chemical reprogramming systems according to the gene expression profiling data during the reprogramming processes. For instance, in the chemical reprogramming process from fibroblast to neural stem cells, *Sox2* was activated very early by small molecules in the first 4 days and might initiate a priming state to neural stem cell^33^. After that, neural stem cell core regulators network was built up, which was reminiscent of a specification process. Besides, the molecular dynamics during the chemical reprogramming from fibroblast to photoreceptor-like cells (CiPCs) was probably initiated by the activation of photoreceptor-specifying transcription factors, such as *Rorb*, *Ascl1* and *Pias3*, reminiscent of a priming phase^20^. The stepwise manner in the activation of the master transcription factors suggested identifying the key molecular events in a chemical reprogramming process could help to optimize the protocol in a stepwise manner to achieve higher efficiency.

Unexpectedly, although cells in the priming phase had already expressed some of the XEN master TFs, they were still fibroblast-like with a high level of the fibroblasts program, as well as the high expression of fibroblast master genes. This was rather different from an intermediate multipotent cell type that was presumed in previous reports^34,35^ and from the other possible intermediates that were speculated before this study (Fig. 1a). 

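From d3 to d8c, 22 cells had *Sox17* at 20 CPM or more, and 207 cells had no *Sox17* UMI. Their median MEF identities were 0.781 and 0.793, at median depths of 498146 and 375704 UMIs. The lowest MEF identity among the 22 cells was 0.599, and their median XEN identity was 0.240 against 0.138 in the 207 cells. *Twist2* had a mean of 292 CPM in the 22 cells and 368 CPM in the 207 cells, and UMIs in all cells of both groups. The mean of *Prrx1* was 133 CPM against 228 CPM, and that of *Osr1* was 18.3 CPM against 47.8 CPM, although *Osr1* had UMIs in 63.6% of the 22 cells and in 54.6% of the 207 cells. *Twist1* had a mean of 147 CPM against 269 CPM. The groups differ in their time points, with d6 giving 2 of the 22 cells and 73 of the 207. With the 207 cells weighted to the time points of the 22, the mean MEF identity was 0.778 in the 22 cells against 0.791, and the mean XEN identity 0.209 against 0.138. The weighted means of the 207 cells were 426 CPM for *Twist2*, 220 CPM for *Prrx1*, 57.1 CPM for *Osr1* and 254 CPM for *Twist1*. Depth was not adjusted for.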

The “Disc model” for cell fate reprogramming matches these findings since cell fate priming helps the cell to escape the attractor of an initial cell type without cell fate determination, while the hierarchically accumulated expression of endogenous transcription factors provides the “guide rail” to determine a cell fate progressively, without entering into a multipotent attractor^36^.

Our findings also highlight the importance of activating some or even one master transcription factor of the target cell type in developing a chemical reprogramming system. In the reprogramming process to XEN-like cells, the activation of Sox17 was a molecular event that was not easy to be triggered. It required most chemicals in the cocktail like C, 6, F and CH55, and even took advantage of the endogenously activated expression of BMP2 or other BMP signaling stimuli from serum or KSR. Thereafter, Sox17 expression made the subsequent molecular events possible and easier. Thus, the activation of one or more transcription factors in a cell type may represent the major molecular basis for cell plasticity. The cells initially express one or more transcription factors of another cell type may have superiority in cell fate transition in chemical reprogramming.

Moreover, since the chemicals C, 6, F, and their combinations have been widely used in different chemical reprogramming systems and generate many different cell fates^8,12,13,15–17,19,20^, it is still unclear whether Sox17 activation is a specific outcome of the chemical treatment and whether these chemicals can prime the cells and facilitate cell fate conversion into other lineages simultaneously. These are some of the questions we intend to address in our future study.

## Methods

### MEF isolation

MEFs were isolated from E13.5 embryos of ICR mouse. After the removal of head, limbs, and viscera, embryos were minced with scissors and dissociated in trypsin-EDTA at 37 °C for 10 min. After centrifugation, MEF cells were collected and cultured in MEF medium, which included: high-glucose Dulbecco’s modified Eagle’s medium (DMEM) supplemented, 10% fetal bovine serum (FBS), 1% GlutaMAX, 1% nonessential amino-acids (NEAAs), and 1% penicillin-streptomycin. Oct4-EGFP mice were obtained from The Jackson Laboratory (004654). This study was performed under in accordance with protocols by Peking University laboratory animal research center.

### Generation of XEN-like cells from fibroblasts

Twenty-thousand MEF cells were seeded into a well of 12-well plate. Twenty-four hours later later, the medium was changed to XEN reprogramming medium, which included: KnockOut DMEM supplemented, 10% KnockOut Serum Replacement (KSR), 10% FBS, 1% GlutaMAX, 1% NEAAs, 0.055 mM 2-mercaptoethanol, 1% penicillin–streptomycin (Invitrogen), 50 ng/ml basic fibroblast growth factor (bFGF), and the small-molecule cocktail VC6FAE (0.5 mM valproic acid, 20 μM CHIR99021, 10 μM 616452, 50 μM Forskolin, 0.05 μM AM580, and 5 μM EPZ004777). XEN reprogramming medium was changed every 4 days for 12 to 20 days.

### Immunofluorescence

Primary antibodies were those specific to rabbit anti-SALL4 (Abcam, 1:500), goat anti-SOX17 (R&D, 1:500), goat anti-GATA4 (Santa Cruz, 1:300), goat anti-GATA6 (R&D, 1:200), rabbit anti-Nanog (Sigma Aldrich, 1:200). The secondary antibodies used were FITC-conjugated secondary antibodies and TRITC-conjugated secondary antibodies (Jackson ImmunoResearch, 1:200).

Cells were fixed in 4% paraformaldehyde for 15 min at room temperature. Then, removing 4% paraformaldehyde and washing cells with PBS for two times. cells were permeabilized and blocked in PBS containing 0.2% Triton X-100 and 3% donkey serum for 1 h at room temperature. Then the cells were incubated with primary antibodies at 4 °C overnight. After washing three times with PBS, secondary antibodies (Jackson ImmunoResearch) were incubated at 37 °C for 1 h. The nuclei were stained with DAPI (Roche Life Science) for 5 min.

### Quantitative reverse transcription PCR (RT-qPCR)

RT-qPCR was performed according to protocols. Briefly, total RNA samples were extracted by using the EasyPure RNA Kit (TransGen Biotech) and were reverse transcribed into complementary DNA (cDNA) using TransScript One-step gDNA Removal and cDNA Synthesis SuperMix (TransGen Biotech); Real-time PCR was performed on a Quantagene q225 System (KUBO technology) using 2 × T5 Fast qPCR Mix (TSINGKE Biological Technology).

### Single-cell RNA-seq

Individual cell at different time points was manually picked after digestion, lysed and subjected to cDNA synthesis^37,38^. Single-cell cDNA was then amplified and fragmented as published steps^37,38^. The sequencing library was constructed (New England Biolabs) and sequenced with paired-end 150-bp reads on an Illumina HiSeq X-Ten platform (Novogene). Raw reads were firstly separated by cell barcodes, then trimmed, and aligned to the mm9 mouse transcriptome and de-duplicated by UMIs information as described previously^39^.

### Pseudotime analysis

Monocle (v2.6.4) were adopted to perform the pseudotime analysis. Differentially expressed genes (DEGs) identified from each cell type were used as ordering genes. The whole workflow followed the recommended pipeline with default parameters.

### Integration analysis of gene expression between data in this study and in Zhao et al*.*^6^

Cells from day 0 to day 20 in this study, and cells belong to MEFs, Stage I day 5, Stage I day 12 and XEN-like cells in Zhao et al*.*^6^ were used to perform the integration analysis. To integrate different data sets, CCA algorithm from Seurat was used.

### Statistics and reproducibility

All experiments contain at least three independent biological replicates. No randomization or blinding was used. The statistical analysis in this paper uses Student’s *t*-test. *p*-value of <0.05 is considered a significant difference.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Peer Review File

## Data Availability

The accession number for the RNA-seq and single-cell RNA-seq data reported in this paper is NCBI GEO: GSE144097. Source data underlying plots shown in figures are provided in Supplementary Data 1. Full blots are shown in Supplementary Information. All other data, if any, are available upon reasonable request.

# Supplementary material for: Chemicals orchestrate reprogramming with hierarchical activation of master transcription factors primed by endogenous Sox17 activation
**Source:** Commun Biol. 2020 Oct 30;3:629. doi: 10.1038/s42003-020-01346-w
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Fig. 1

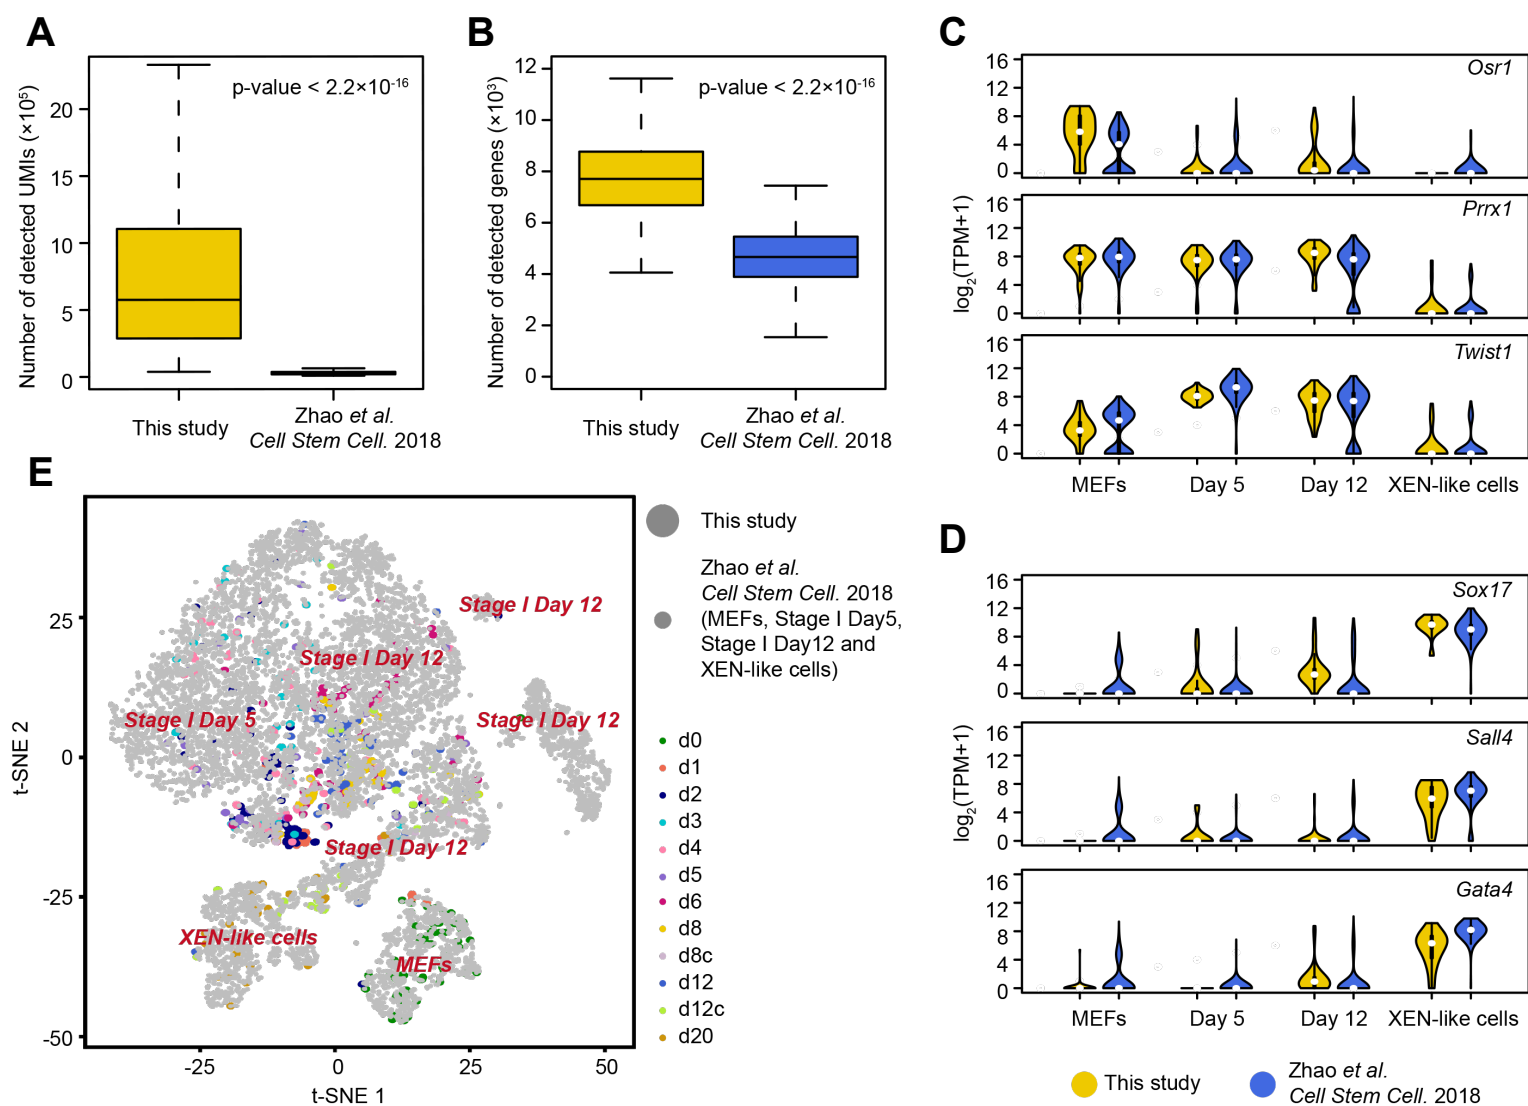

# Supplementary Fig. 1

F

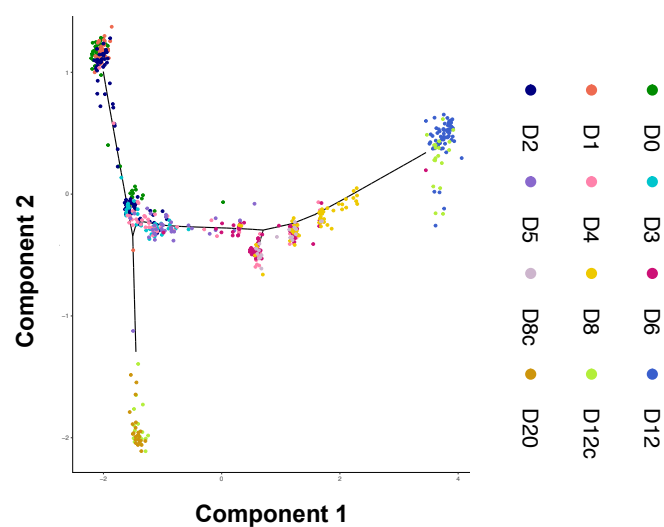

G

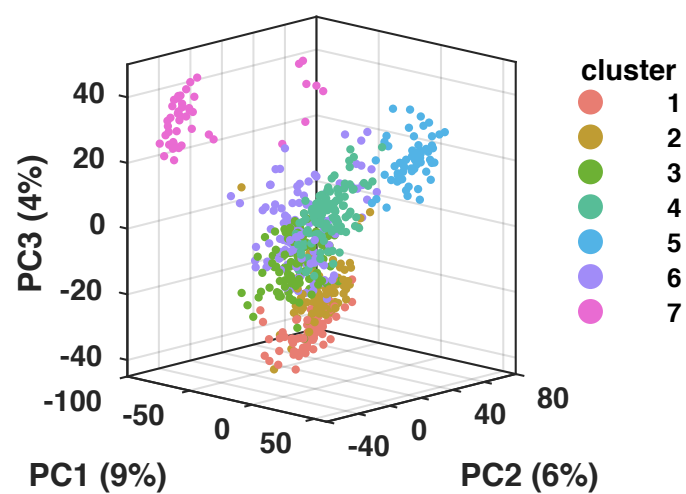

H

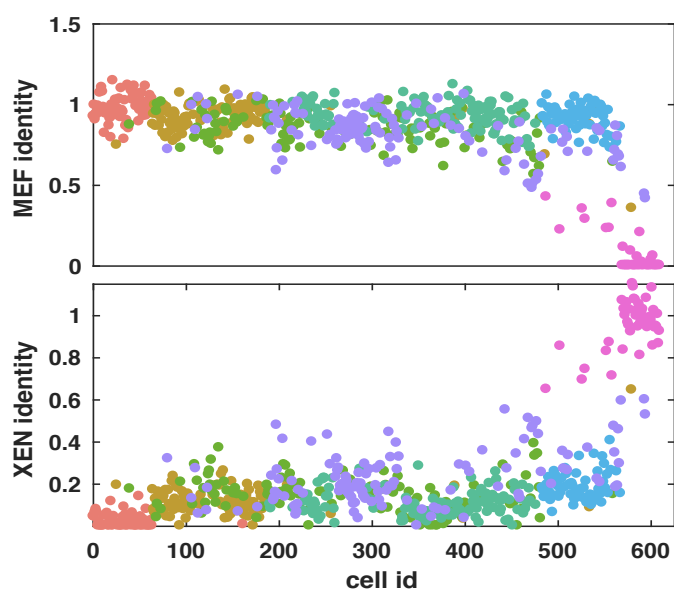

I

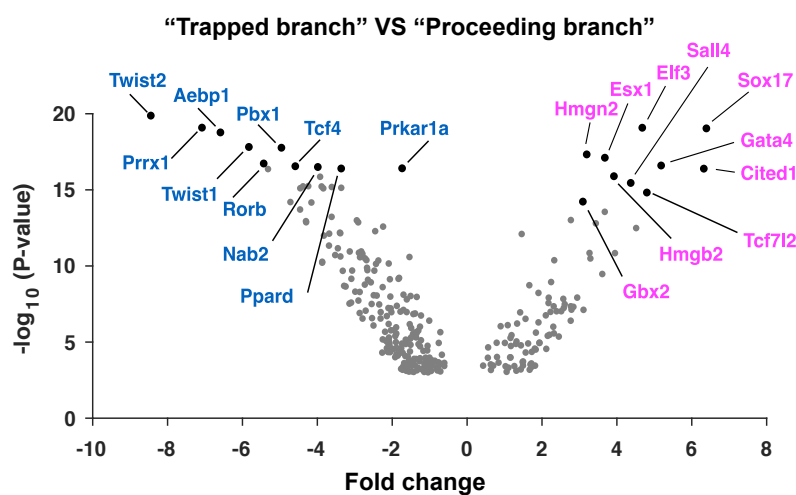

J

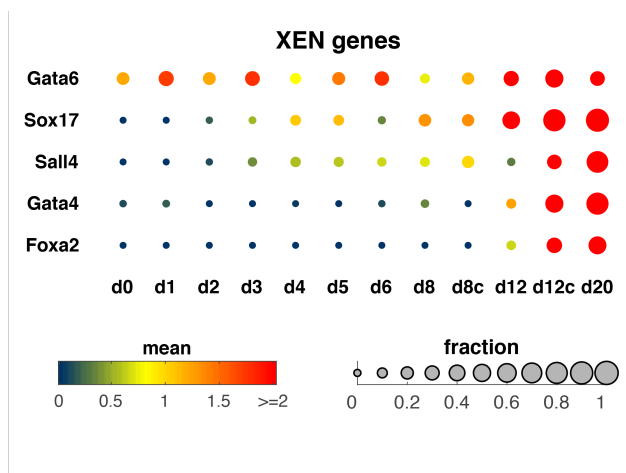

K

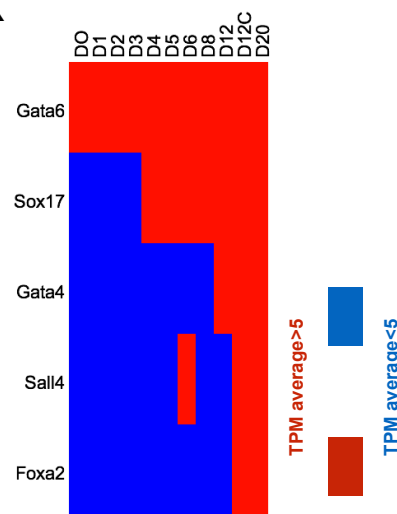

L

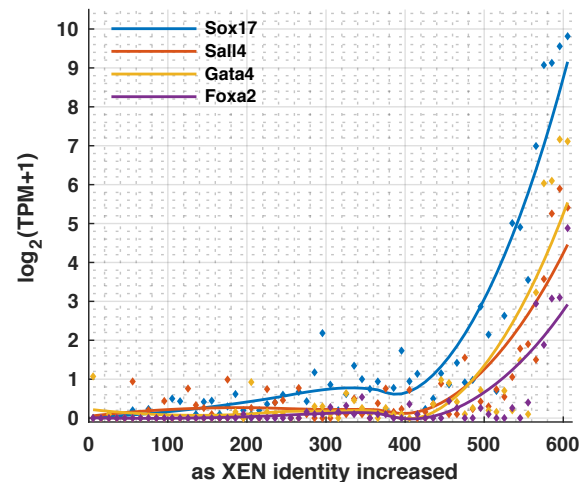

## Supplementary Fig. 1

A-B. Number of detected UMIs (A) and genes (B) comparing with data in Zhao *et al. Cell Stem Cell.* 2018.

C-D. Expression level of MEF (C) and XEN (D) master genes comparing with data in Zhao *et al. Cell Stem Cell.*

E. t-SNE of gene expression integrated from data in this study and in Zhao *et al. Cell Stem Cell.* 2018.

F. Trajectory reconstruction of all single cells throughout chemical reprogramming by pseudo-time analysis.

G. PCA map for single cells with clustering information.

H. MEF and XEN identity of each cluster.

For each cell on the XEN reprogramming path, the similarity to bulk RNA-seq from either MEFs or XEN-like cells as calculated using quadratic programming.

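The genes printed in the plot of the branches include 7 further genes that were higher in the proceeding branch. Their differences in mean log2(CPM + 1) were 5.73 for *Hmgb2*, 5.34 for *Tcf7l2*, 4.59 for *Esx1*, 4.11 for *Elf3*, 3.92 for *Hmgn2* and 3.15 for *Gbx2*, with *Cited1* the largest of all genes. Genes lower in the proceeding branch included *Aebp1* (-7.43), *Rorb* (-6.26), *Tcf4* (-5.09), *Nab2* (-3.98), *Ppard* (-3.54) and *Prkar1a* (-1.55). No test was made.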

I. Differentially expressed genes in the trapped and proceeding branch.

J. Expression of XEN genes at the indicated time points. Color key:  $\text{Log}_2(\text{TPM}+1)$ .

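The mean of *Sox17* was 0.113 CPM at d0, 3.91 at d3, 9.73 at d4, 24.8 at d5, 14.4 at d8, 470 at d12c and 982 at d20. At d6 the 86 cells held 155 of its UMIs, and the mean was below 5 CPM. Without the highest cell of each time point the mean of *Sox17* was 1.25 CPM at d3, 6.75 at d4, 10.6 at d5 and 5.40 at d8, and that of *Gata4* was 1.43 CPM at d8. The mean of *Sall4* was 8.29 CPM at d6, where 1 cell of 446 CPM decided it and the mean without that cell was 3.14 CPM. It was 3.94 CPM at d8, 2.23 at d12, 64.7 at d12c and 113 at d20. *Gata4* had means of 4.71 CPM at d8, 17.3 at d12, 128 at d12c and 122 at d20, and *Foxa2* had 4.00 CPM at d12, 24.8 at d12c and 28.6 at d20. *Gata6* had 9.24 CPM at d0, 3.82 at d4, 3.68 at d8, 21.8 at d12 and 23.6 at d20. A mean above 5 CPM was first reached at d4 by *Sox17*, at d6 by *Sall4*, at d12 by *Gata4* and at d12c by *Foxa2*, while *Gata6* was above it at d0 already but below it at d4 and d8. With a threshold of 2 CPM *Gata4* came before *Sox17*, at d1, where 1 cell held all of its UMIs, and with a minimum of 6000 genes *Sall4* moved to d12c.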

K. Average expression of XEN master genes at different time points. Red, average  $\text{TPM}>5$ ; Blue, average  $\text{TPM}<5$ .

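Cells were grouped by XEN identity. In 186 cells under 0.1, *Sox17* had a UMI in 9.14% of cells, *Sall4* in 3.23%, *Gata4* in 1.08% and *Foxa2* in 0. The 378 cells from 0.1 to 0.3 had *Sox17* in 39.9%, *Sall4* in 19.8%, *Gata4* in 11.4% and *Foxa2* in 4.23%. The 36 cells from 0.3 to 0.6, of which 30 were from d12 or later, had *Sox17* in 97.2%, *Sall4* in 19.4%, *Gata4* in 55.6% and *Foxa2* in 30.6%. In the 70 cells over 0.6 the shares were 100%, 82.9%, 94.3% and 58.6% in the same order. These shares were not thinned, and at d12 thinning left *Sox17* in 36.4% of cells. In d12 cells with a higher MEF than XEN identity, *Sox17* had a UMI in 93.7%, at a median of 5.14 CPM. RNA carried over between cells may account for this median, so an order of the genes along XEN identity stays open.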

L. Up-regulated XEN master genes when the XEN identity increased (analyzed by single-cell RNA-seq).

# Supplementary Fig. 2

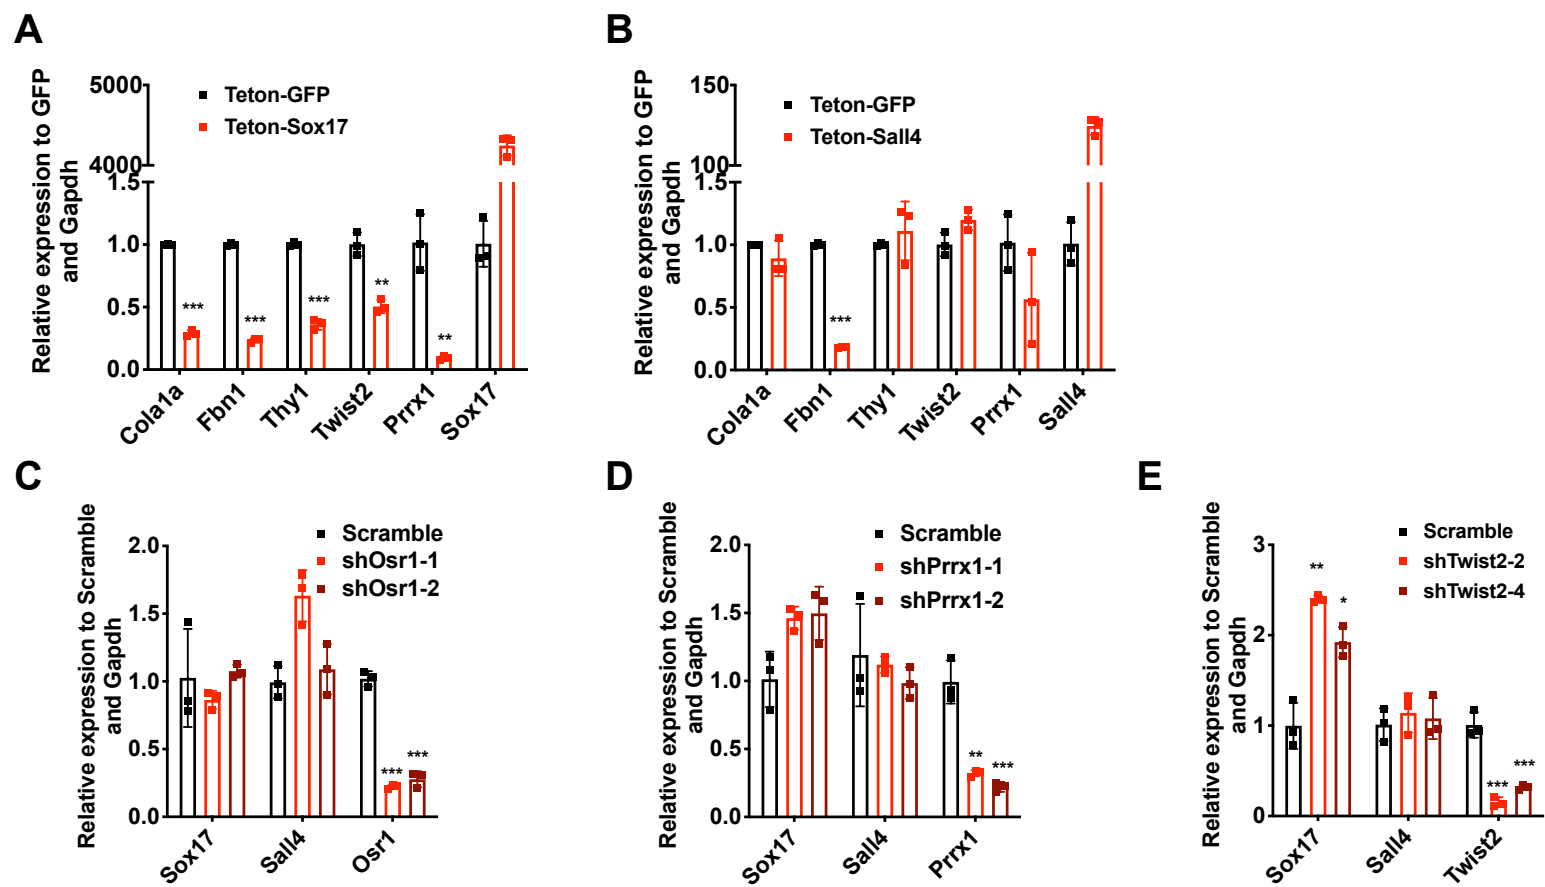

**Supplementary Fig. 2**

A-B. Relative MEF gene expression induced by C6FAE on day 12 with the overexpression of *Sox17* and *Sall4* (n=3).

C-E. Relative XEN gene expression induced by C6FAE on day 12 with the knockdown of *Osr1*, *Prrx1*, and *Twist2* (n=3).

Significance was assessed compared with the controls using a one-tailed Student's t test. \*\*\*p < 0.001; \*\*p < 0.01; \*p < 0.05.

# Supplementary Fig. 3

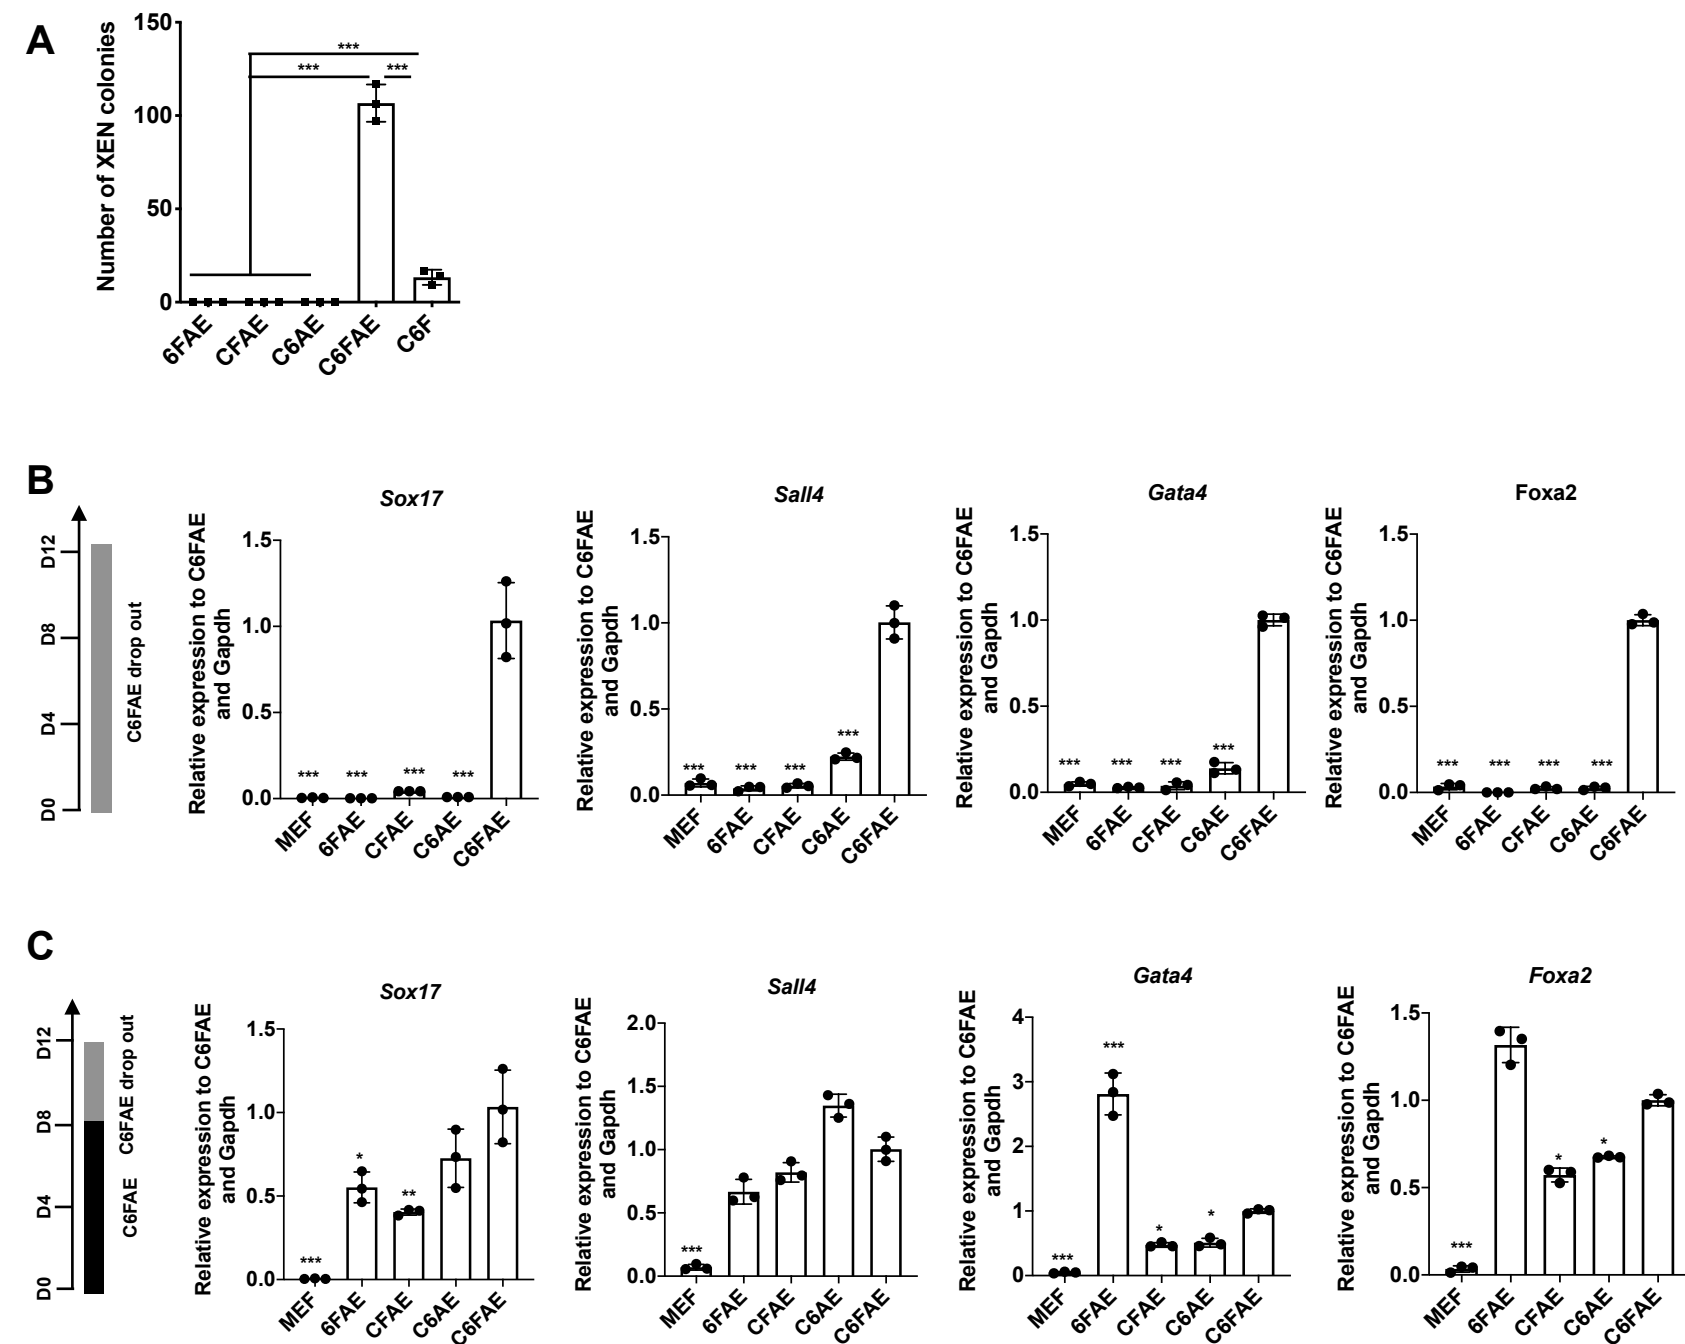

Supplementary Fig. 3

A. Numbers of XEN colonies induced by 6FAE, C6AE, CFAE, C6F and C6FAE at day 12 (n=3).

B. Relative expression of XEN master genes on day 12 after removal of C, 6 or F from day 0 (n=3).

C. Relative mRNA levels of XEN master genes on day 12 after removal of C, 6 or F from day 8 (n=3).

Significance was assessed compared with the controls using a one-tailed Student's t test. \*\*\*p < 0.001; \*\*p < 0.01; \*p < 0.05.

# Supplementary Fig. 4

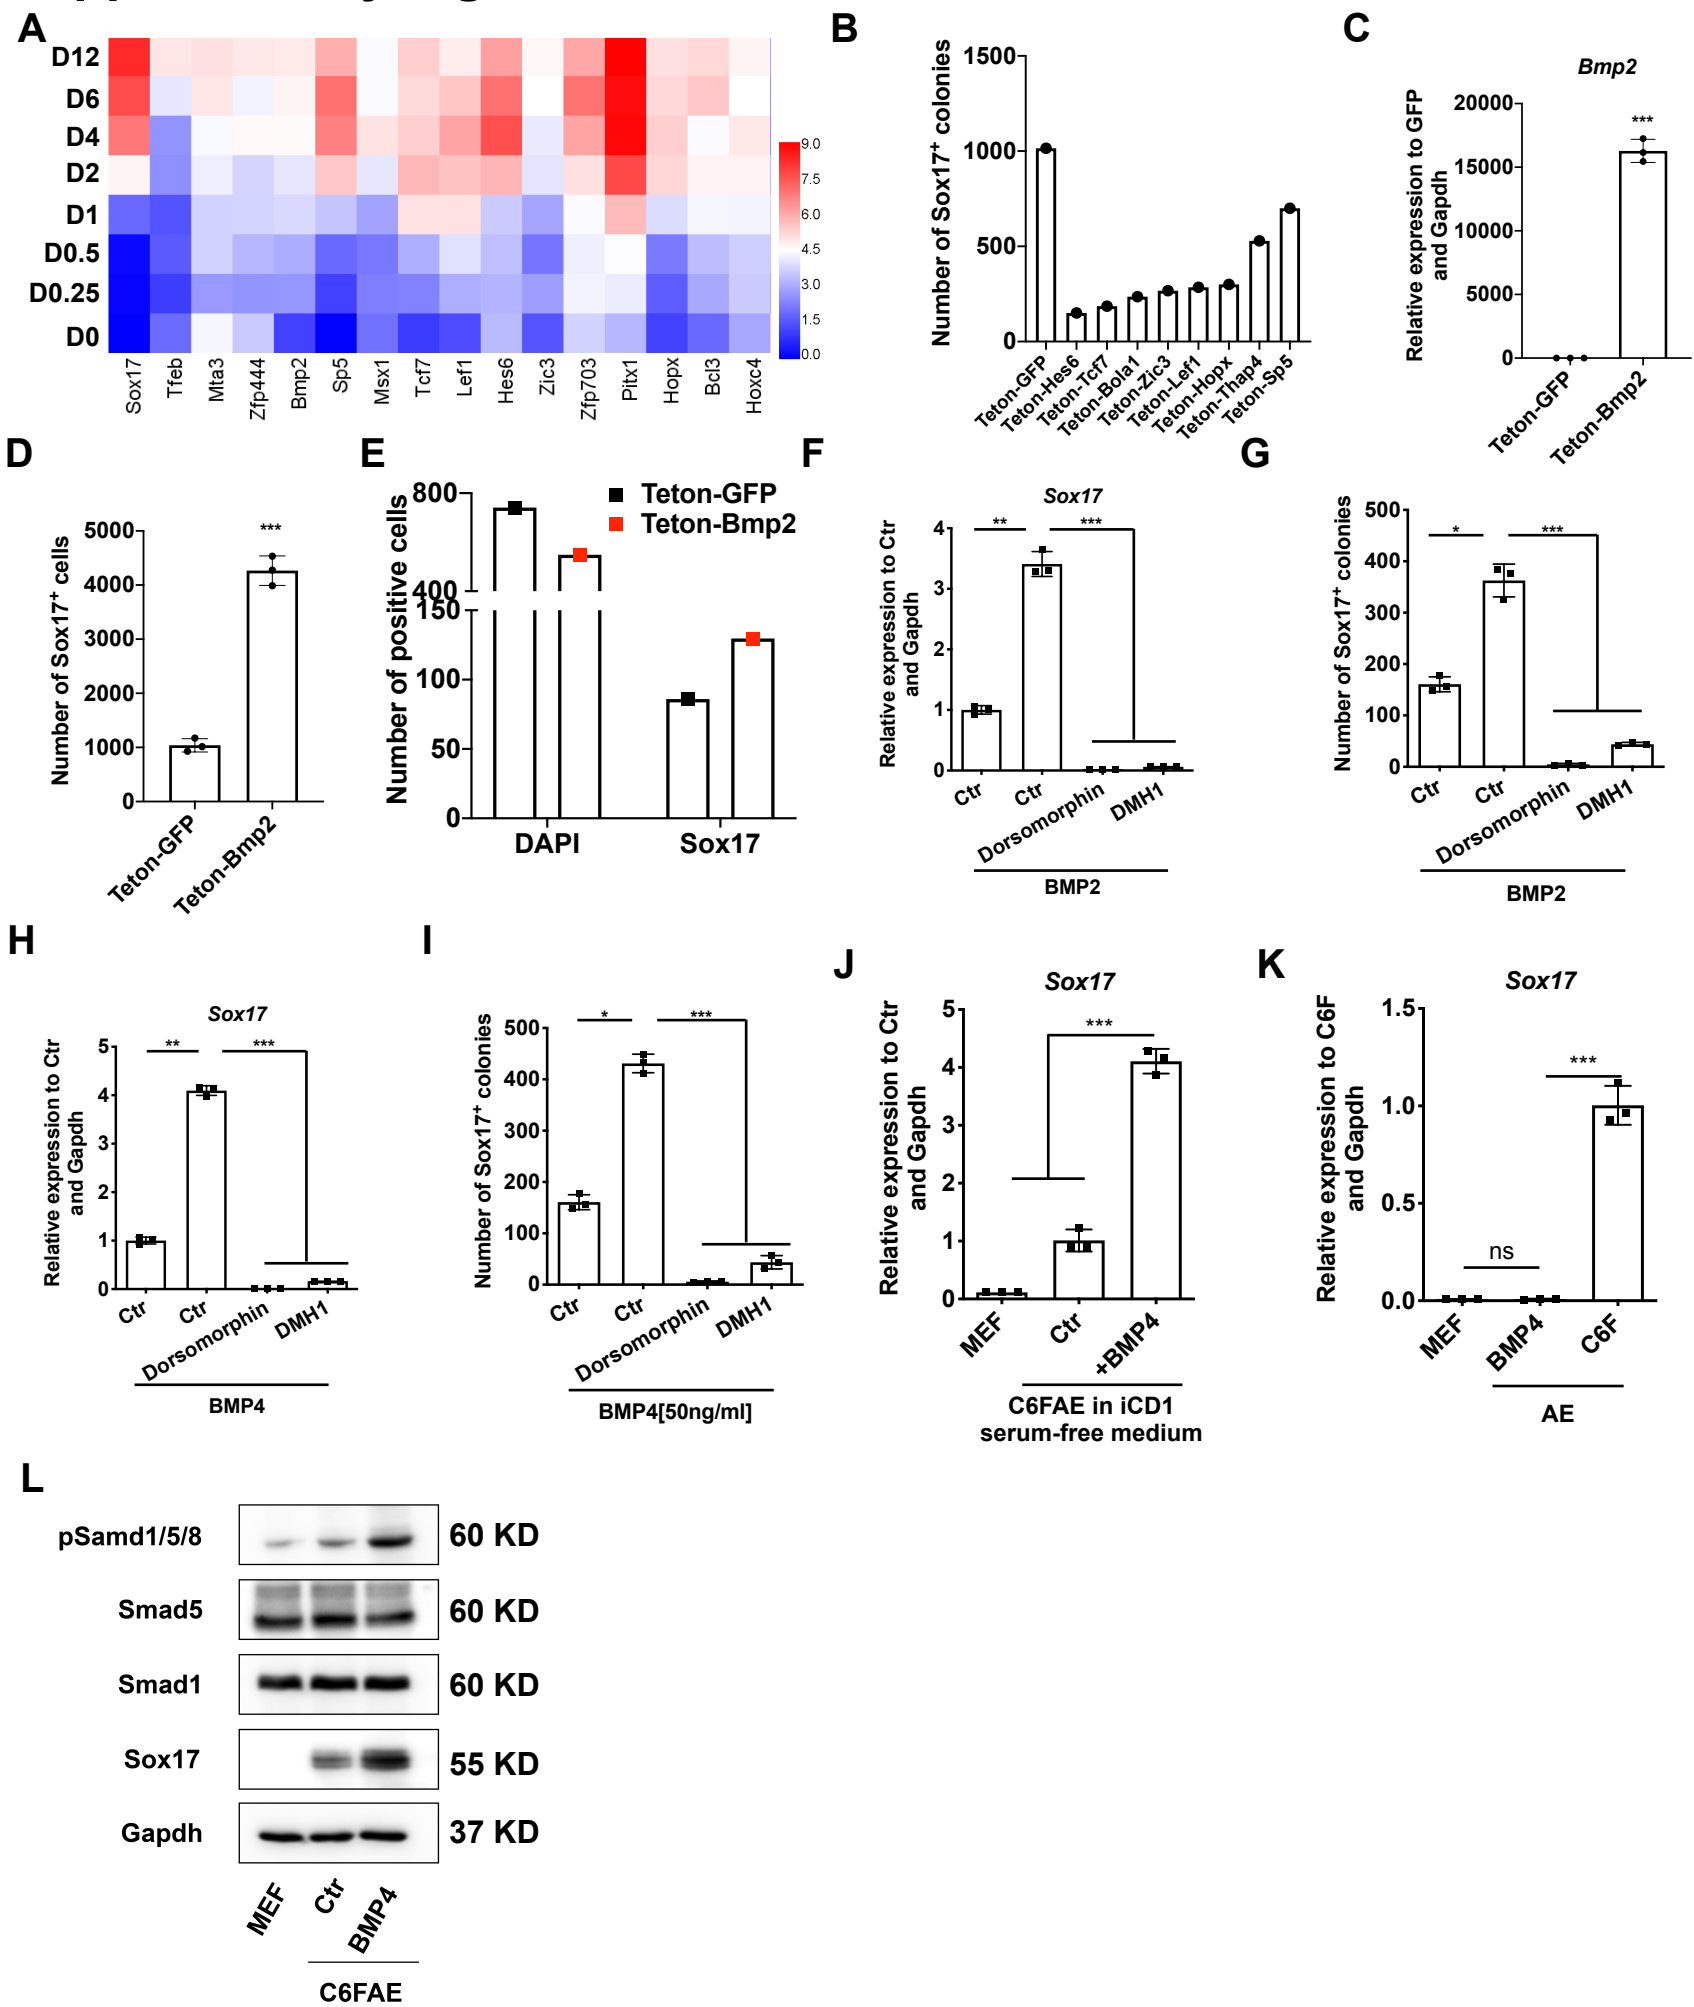

#### Supplementary Fig. 4

- A. Up-regulated genes before the activation of *Sox17* (analyzed by bulk RNA-sequencing).
- B. Number of Sox17 positive cells on day 6 with the overexpression of early activated genes.
- C. Relative expression of *Bmp2* after overexpression (n=3).
- D. Number of Sox17 positive cells on day 6 with the overexpression of *Bmp2* (n=3).
- E. Numbers of nucleus and Sox17 positive cells with 6 days overexpression of *Bmp2*.
- F. Relative expression of *Sox17* after adding BMP2 with or without DMH1 on day 4 (n=3).
- G. Number of Sox17 positive colonies after adding BMP2 with or without DMH1 on day 6 (n=3).
- H. Relative expression of *Sox17* after adding BMP4 with or without DMH1 on day 4 (n=3).
- I. Number of Sox17 positive colonies after adding BMP4 with or without DMH1 on day 6 (n=3).
- J. Relative expression of Sox17 after 6 days treatment with BMP4 on the basis of C6FAE in iCD1 serum-free medium (n=3).
- K. Relative expression of Sox17 after 6 days treatment with BMP4 or C6F on the basis of AE (n=3).
- L. Effect of BMP4 on inducing Sox17 expression and phosphorylation of Smad1/5/8. Cells treated with cocktails for day 6 were analyzed by western blot.

Significance was assessed compared with the controls using a one-tailed Student's t test. \*\*\* $p < 0.001$ ; \*\* $p < 0.01$ ;

\* $p < 0.05$ .

# Supplementary Fig. 5

**A**

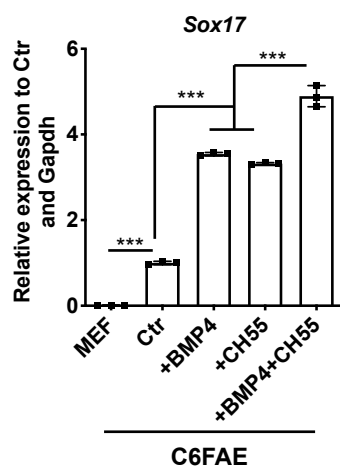

**B**

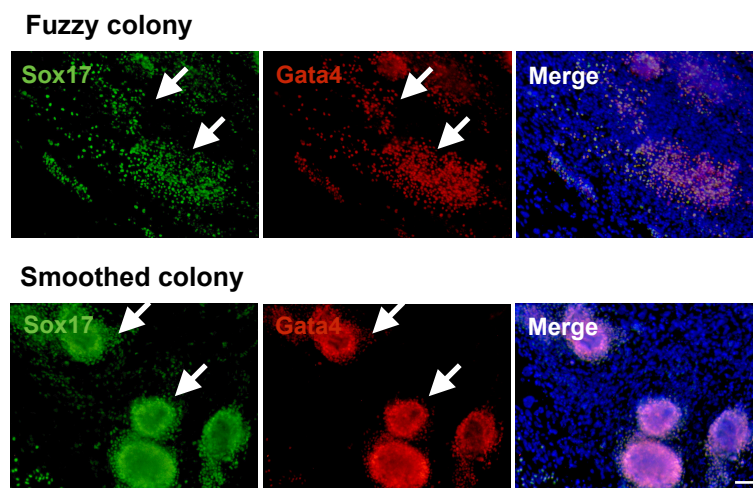

**C**

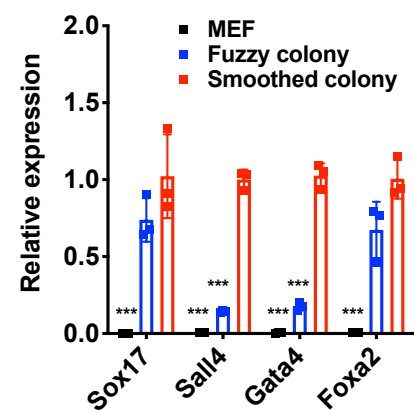

**D**

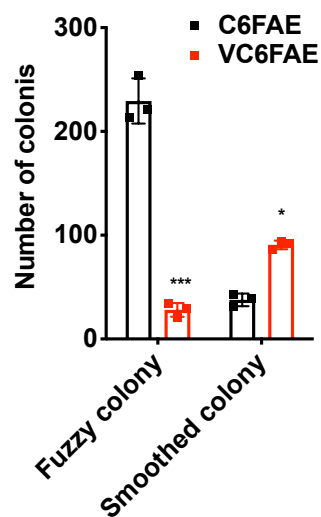

**E**

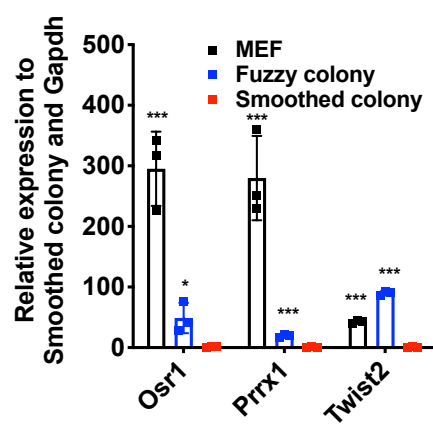

**F**

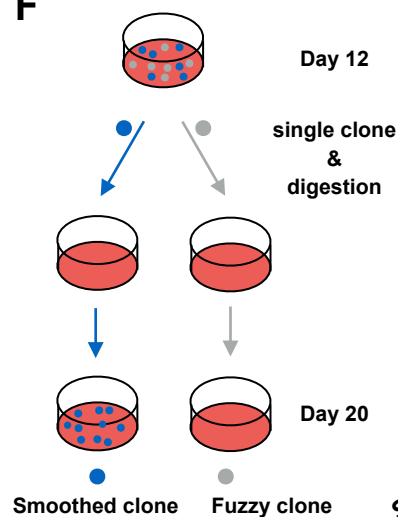

**G**

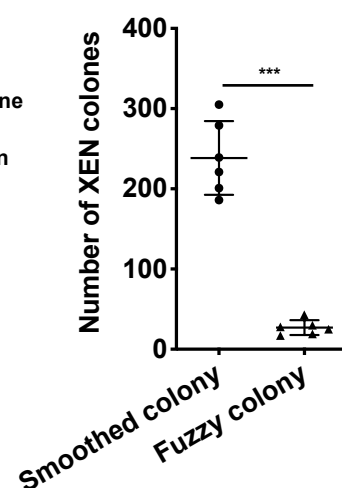

**H**

Fuzzy colonies induced cells

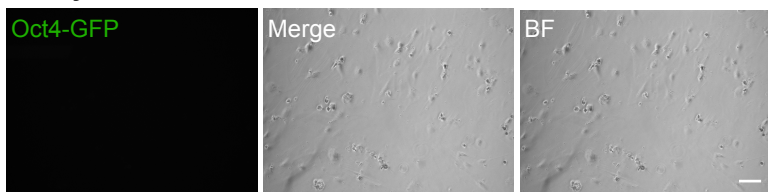

Smoothed colonies induced CiPSCs

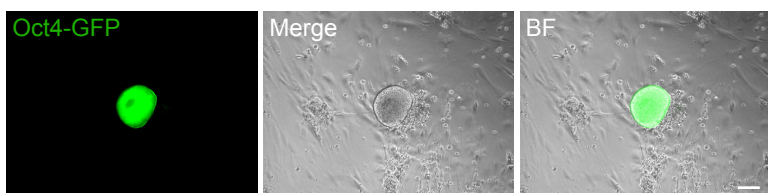

**I**

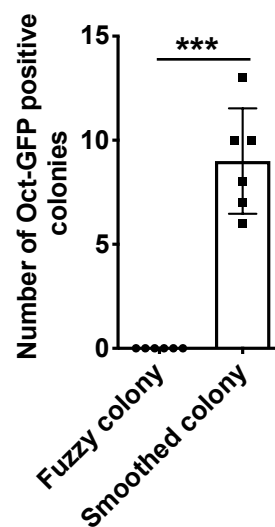

**J**

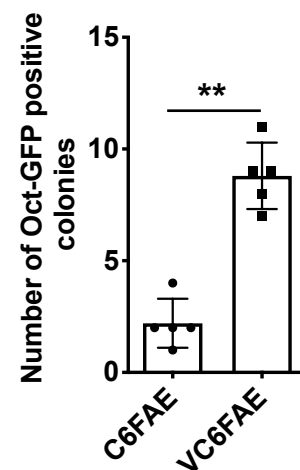

## Supplementary Fig. 5

A. Relative expression of Sox17 induced by CH55, BMP4 and CH55+BMP4 on the basis of C6FAE at day 4 (n=3).

B. Morphology and XEN maker gene expression in fuzzy and smoothed colonies. Scale bar, 100  $\mu$ m.

C. Relative mRNA expression of XEN master genes in fuzzy and smoothed colonies induced by C6FAE on day 12 (analyzed by RT-qPCR, n=3).

D. Numbers of fuzzy colonies and smoothed colonies per well of 12-well plate induced in different chemical combinations on day 12 (n=3).

E. Relative mRNA expression of MEF master genes in fuzzy and smoothed colonies induced by C6FAE on day 12 (analyzed by RT-qPCR, n=3).

F. Schematic of cell passage of fuzzy and smoothed colony.

G. Number of XEN colonies produced from fuzzy and smoothed colony after passage(n=6).

H. Oct4-GFP positive colonies induced from smoothed colonies and cells induced from fuzzy colonies. Scale bar, 100  $\mu$ m.

I. Numbers of Oct4-GFP positive colonies induced from fuzzy and smoothed colonies (n=6).

J. Numbers of Oct4-GFP positive colonies induced by C6FAE and VC6FAE (n=5).

Significance was assessed compared with the controls using a one-tailed Student's t test. \*\*\*p < 0.001; \*\*p < 0.01; \*p < 0.05.

# Supplementary Figure-blot images

Gapdh

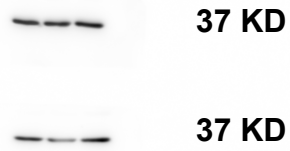

P-Smad1/5/8

60 KD

A Western blot image for P-Smad1/5/8 showing multiple bands at 60 KD. The bands are dark and well-defined against a light background.

Sox17

55 KD

A Western blot image for Sox17 showing two distinct bands at 55 KD. The bands are dark and well-defined against a light background.

Smad1

60 KD

A Western blot image for Smad1 showing multiple bands at 60 KD. The bands are dark and well-defined against a light background.

Smad5

60 KD

A Western blot image for Smad5 showing multiple bands at 60 KD. The bands are dark and well-defined against a light background.

Original pictures of all blot images in Supplementary Fig. 4L.

# Supplementary material for: Chemicals orchestrate reprogramming with hierarchical activation of master transcription factors primed by endogenous Sox17 activation
**Source:** Commun Biol. 2020 Oct 30;3:629. doi: 10.1038/s42003-020-01346-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1: Source data underlying plots shown in figures.

Supplementary Data 2: Primers of RT-qPCR in this study.

How the deposited data were processed for this re-analysis (not part of the article)

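Single-cell RNA sequencing of the C6FAE course from fibroblasts to XEN-like cells was used. As deposited, the count table was made by the authors, who split reads by cell barcode, trimmed them, aligned them to the mm9 mouse transcriptome and removed duplicates by UMI. The values are whole numbers and were read as UMIs per gene and cell without scaling. The aligner and the filter on cells are not named in the paper's text. The table held genes, 92 ERCC spike-in RNAs and 808 cells in 12 groups, named by time point and a running number. Dates stood in place of 26 gene names. Of these, 2 were listed more than once, and their 4 entries were left out, which left 23197 genes. All 5 counts of 100000 or more were multiples of 1000, with a largest count of 129000, so large counts had been rounded.

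The series lists 10 samples, which are batches of cells. Cell names do not show the batch, and the table was therefore treated as 1 sample. Cells are not replicates, so no test between groups and no p-value was computed from them. The spread of the correlations of *Bmp2* with *Sox17* is an exception in that it was computed over cells, as if they were independent. No paired analysis was possible because no cell could be assigned to a batch. Sums of UMIs were given exact Poisson intervals and shares of cells exact Clopper-Pearson intervals at 95%. Both cover counting error only. A share of 0 was read as allowing up to 3 cells of the total.

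Cells with at least 4000 detected genes were kept, which left 670 cells with a median of 510306 UMIs. Spike-in RNAs made up 5.43% of their counts and were left out of library sizes. CPM were averaged over cells, and log2 values were taken with a pseudocount of 1. Shares of cells with a UMI were given with all UMIs and after thinning to 50000 UMIs, for which 23 kept cells were too shallow.

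Clusters were made in Seurat 5.3.0 under R 4.3.3 from the 2000 most variable genes without the named genes, with 15 components, 20 neighbours and Louvain clustering at the resolution of 0.95 that the paper gives. The cluster with most d20 cells was taken as the proceeding branch, and the cluster with most d12 cells not picked from colonies as the trapped branch. Identities were fitted by non-negative least squares, in place of the quadratic programming of the paper, over 100 MEF and 100 XEN genes with d0 and d20 cells as references. The cells of these days were fitted to references from other cells of the same day, after a random split into equal parts. The bulk profiles and the earlier data set that the paper compares with were not used here, and pseudotime was not computed.

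The rule for named genes was fixed before the data were examined. It takes the genes the paper names for its single-cell data or as master genes, those printed in Supplementary Fig. 1i, and the 5 genes with the largest rise and the 5 with the largest fall between the branches among genes with a mean log2(CPM + 1) of at least 1 in either branch. A result for 1 named gene is not reported here. The filter on cells, the thresholds, the marker lists and most alternatives were also fixed then. A detection limit of 20 CPM and a trapped branch without d12c cells were added after seeing the data. Alternatives covered the filter on cells (none, 2000 or 6000 genes), scaling, pseudocount, thinning, clustering, the genes and scale of the identity fit, thresholds and the kind of correlation.

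Positions are from GENCODE M1 on NCBIM37 (mm9), counted from 1. The *Nanog* transcript was aligned to the genome with minimap2. Other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and alternative scaling factors with edgeR 4.0.16 and DESeq2 1.42.0. The comparison of branches was tested on simulated data with 66 and 87 cells, where all 200 genes changed 16-fold were recovered and 3 of the unchanged genes differed by over 2. The changed genes had a mean of at least 20 CPM, so recovery of weaker genes or smaller changes was not tested.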

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

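All tests in this part were chosen after the results were seen, and the genes *S100g*, *Sst* and *Ereg* were singled out after their values were known. The paper does not report on these genes.

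*S100g* had a mean of 18342 CPM at d20, with UMIs in all 38 cells, against no UMI in the 72 cells of d0, which allows a share of up to 4.17%. All 67 cells of d12 held *S100g* as well, at a median of 111 CPM. RNA carried over between cells processed together was weighed as a source at d20. The lowest d20 cell held 529 CPM. This is above the d12 median but not so far above it that carry-over and expression by the cells could be told apart for the lowest d20 cells. Among the cells of d12 and of d12c numbered 1 to 24, the 7 XEN-like cells had a mean of 11912 CPM. The 63 d12 cells with a higher MEF than XEN identity had a median of 110 CPM, with quartiles of 93.4 and 135. These cells share the day, which argues against a difference between days as the whole cause of the level in XEN-like cells. A part of the day stays open and was not tested.

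*Sst* had a mean of 2097 CPM at d8, with UMIs in all 62 cells and a median of 82.7 CPM, against 19.4% of cells with a UMI at d0. The mean rested on 1 cell of 117720 CPM. The other cells of its number range had a mean of 152 CPM. A candidate explanation for the UMIs in the other cells is RNA or barcodes carried over between cells processed together. At d4, where 1 cell held 28057 CPM, all 40 cells numbered 1 to 48 had an *Sst* UMI and 0% of the 37 cells numbered 49 to 96 had one. At d8 all 3 number ranges had *Sst* UMIs in every kept cell, and so did all 20 cells of d8c, at a median of 73.3 CPM, where the highest cell held 192 CPM. Since d8c had no high cell of its own and the labels do not show which cells were processed together, carry-over and low expression by the d8 cells themselves cannot be told apart.

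*Ereg* had a mean of 1223 CPM at d12, with UMIs in all 67 cells, against 15.9 CPM at d0. A difference between library batches was weighed. Among the cells of d12 and of d12c numbered 1 to 24, the 7 XEN-like cells had a median of 43.8 CPM and the 81 other cells 622 CPM, a ratio of 0.0703. This argues against such a difference as the whole cause of the level in the other cells. Whether the rise from earlier days follows the day or the library stays open, since the labels do not show which libraries held which days.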

How the results depend on the processing

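Except for 2 settings named below as chosen after seeing the data, the alternatives were set before the data were examined, and the cause was not tested for any change given here. Without a filter on cells 808 cells entered, 749 with at least 2000 genes and 529 with at least 6000, instead of 670. The numbers of master genes that rose or fell between d0 and d20 moved under none of the alternatives.

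Without a filter on cells, 354 genes were higher in the proceeding branch by over 2 instead of 562, and with at least 2000 genes 352. With at least 6000 genes the count was 872, and the proceeding cluster held 21 cells instead of 66. A pseudocount of 0.1 gave 900 genes higher and 2697 lower instead of 1221, and a pseudocount of 10 gave 160 and 377. Among the named genes for which branch alternatives were run, only *Gata6* reversed, from 0.62 to -0.24 with d20 against d12 cells from labels alone. Leaving d12c cells out of the trapped branch, chosen after seeing the data, moved 9 of 18 values and reversed 0.

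Cells before d12 with a MEF identity under 0.5 numbered 0. There were 5 without a filter, 2 with at least 6000 genes, 3 after thinning, 213 on linear CPM and 42 with a limit of 0.7. The median MEF identity of the trapped minus the proceeding branch was 0.850. It was 0.862 without a filter, 0.801 with at least 6000 genes, 0.833 with 50 + 50 genes, 0.834 with 200 + 200 genes, 0.799 with weights limited to a sum of 1, 0.681 on linear CPM and 0.821 after thinning. The median XEN identity of the proceeding minus the trapped branch was 0.690. It was 0.744 without a filter, 0.719 with at least 2000 genes, 0.721 with 200 + 200 genes, 0.759 with the limited sum, 1.01 on linear CPM and 0.717 after thinning.

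The order of XEN master genes kept 40 of 60 first days. With at least 6000 genes, *Sall4* passed the mean threshold on day 12 and *Gata6* the share limit on day 6. With a threshold of 2 CPM the first days were day 3 for *Sox17* and *Sall4*, day 1 for *Gata4*, where 1 cell held all its UMIs, and day 12 for *Foxa2*. With 10 CPM they were day 5 for *Sox17*, day 8 for *Sall4* (d8c) and day 3 for *Gata6*. With at least 2 UMIs, the shares of *Sox17* and *Sall4* passed on day 3. With at least 20 CPM, chosen after seeing the data, *Sox17* and *Sall4* passed on day 3, *Gata6* on day 12, and *Gata4* and *Foxa2* on day 12 (d12c). After thinning, the share passed on day 4 for *Sox17* and on day 3 for *Sall4*, and the mean on day 8 for *Gata4* and on day 12 for *Foxa2*. The thinned order of *Sox17* and *Sall4* rests on 1 and 3 of 37 cells at d3 and is within counting error.

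Within cells up to day 8, 8 of 12 XEN-MEF pairs had a correlation below 0, and the sign reversed for *Sox17* with *Osr1* (0.0333) and *Twist1* (0.115), *Sall4* with *Gata4* (-0.00635) and *Twist1* (0.0629), and *Gata4* with *Osr1* (0.0017). *Sall4* cells of d1 to d8c with *Sox17* made up 50.6%, but 27.3% after thinning and 31.6% with at least 20 CPM, chosen after seeing the data. The excess of *Sox17* over the time points reversed for *Foxa2* cells of d12 to d20 with at least 6000 genes (-0.749), and for *Gata4* cells of d1 to d8c with at least 2 UMIs (-19.7), at least 20 CPM (-6.27) and after thinning (-5.65). *Bmp2* had a UMI in 62.5% of d0 cells, in 79.6% with at least 6000 genes and in 47.2% with at least 2 UMIs.

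Not run, because cell names show no batches, were fits with DESeq2 in place of edgeR, batch as a block, leaving out each batch and the filter on low counts of such a fit for master genes. DESeq2 and leaving out each batch were not run for the branches either. Depth limits the shares of cells with a UMI, and 23 cells were too shallow to be thinned.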

Differences from the paper's values

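The paper's values here were read by eye from its figures. Outside Supplementary Fig. 1i and 1k, unequal values were called different only if they also lay apart by more than a set factor. By this looser rule the 670 cells and 9 clusters here were not called different. The paper's figures show 610 cells and 7 clusters. The paper's text does not name the filter on cells or the log base of Supplementary Fig. 1i. Its statistics section names Student's *t*-test and at least 3 independent biological replicates for all experiments, and no test across cells was made here.

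The median log2(CPM + 1) of *Osr1* at d12 was 0, and the paper's is about 0.5 in Supplementary Fig. 1c. With at least 2000 genes per cell it matches (0.46), but not without a filter (0) or with at least 6000 genes (0.96).

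Values for Supplementary Fig. 1i were called different unless equal when rounded to 2 digits, which is finer than reading by eye allows, so small differences carry little weight. The differences between the branches had the sign found here for all 19 genes compared, and the median absolute difference was smallest on the log2 scale (0.58). It was larger if the paper's axis was a natural logarithm, and 3.19 if it was a logarithm to base 10. For *Sox17* the value was 5.82 and the paper's about 6.4, which matches only with d20 against d12 cells from labels alone among the 11 alternatives set before the data were examined. None of these 11 matches for the genes that follow, although their values often lie on both sides of the paper's. The value was 7.20 for *Cited1* (the paper's about 6.3), 5.34 for *Tcf7l2* (about 4.8), 4.11 for *Elf3* (about 4.7), 5.44 for *Sall4* (about 4.4) and 5.73 for *Hmgb2* (about 3.9). It was 4.59 for *Esx1* (about 3.7), 3.92 for *Hmgn2* (about 3.2) and 3.15 for *Gbx2* (about 3.1). Among genes lower in the proceeding branch it was -9.33 for *Twist2* (about -8.4), -7.57 for *Prrx1* (about -7.1), -7.43 for *Aebp1* (about -6.6), -6.29 for *Twist1* (about -5.8) and -6.26 for *Rorb* (about -5.4). It was -5.09 for *Tcf4* (about -4.6), -3.54 for *Ppard* (about -3.4) and -1.55 for *Prkar1a* (about -1.7). The alternative added after seeing the data matches none of them.

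In Supplementary Fig. 1k, 52 of 55 pairs of gene and time point lay on the same side of 5 as here. The paper shows *Sox17* at d6 above this threshold, where the mean was below it, with alternatives from 0.233 to 4.30 CPM. It shows *Gata6* above it at d4 and d8, where the means were 3.82 and 3.68 CPM. Without a filter *Gata6* had 16.6 CPM at d4 and 5.17 CPM at d8, with at least 2000 genes 16.8 and 5.17 CPM, and from summed UMIs 6.52 CPM at d8. The other alternatives leave *Gata6* below the threshold on both days.

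The paper states that the trapped branch kept a high level of *Osr1*. Its mean there was 25.1 CPM, against 140 CPM at d0 and 0.362 CPM in the proceeding branch. The paper places *Sox17* before *Sall4*, and it also draws on *Sox17* knockdown, overexpression and immunostaining, which were not examined here. Only RNA counts are compared in what follows. By mean expression *Sox17* passed first (d4 and d6), although both passed at d3 with a threshold of 2 CPM. The d6 of *Sall4* rested on 1 cell of 446 CPM, without which its mean was 3.14 CPM. With at least 6000 genes *Sall4* passed at d12c. By share of cells both passed at d2, with intervals that overlapped those of d0. After thinning *Sall4* passed at d3 and *Sox17* at d4, an order within counting error.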

Other observations

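The tests for the ratio of depths at d4, for loci that match *Nanog*, for depth behind *Sall4* with *Sox17*, and for *Bmp2* with *Sox17* were chosen before their results were seen, and all other tests in this part after.

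Low XEN transcripts in the 63 d12 cells with a higher MEF than XEN identity were compared over 13 abundant XEN genes with the 7 XEN-like cells of d12 and of d12c numbered 1 to 24. The ratio of the upper to the lower quartile of their percent of the XEN-like level was 2.26, and the genes' medians followed the XEN-like means across genes (Spearman 0.907), although genes are not independent replicates. The same 7 cells held 21.8 times the fibroblast marker CPM of XEN-like d12c cells numbered 49 to 96. The definition was changed after a first result had been seen. The first called cells XEN-like by marker genes, which took in 23 d12 cells, and set the means of the other cells against d20 cells. Under it, with 41 cells and 10 genes, the quartile ratio was 4.81 and the fibroblast ratio 50.4. Because the quartile ratios lie on either side of 4, carry-over between cells processed together and low expression by the cells themselves cannot be told apart for these transcripts. For *Sox17* the level was 0.555% and for *Gata4* 0.363%, at the median of these cells, within the range of the other genes (0.487% and 0.986% under the first definition, which left out cells with *Sox17* of 20 CPM or more), so carry-over may account for the median levels. *Sox17* reached 20 CPM in 7 of the 63 cells and 100 CPM in 2, and *Gata4* reached 20 CPM in 1. In 1 of the 7 cells the lower limit of *Sox17* (33.5% of the XEN-like level) lay above every one of the 13 genes, of which the highest stood at 2.57%, which goes against carry-over in that cell. In the other 6 cells the lower limit lay within the range of these genes, although the *Sox17* percent itself stood above 10 to 12 of the 13 genes in each cell. Since the 7 cells are few and were picked by *Sox17*, carry-over and expression by the cells themselves cannot be told apart for them as a set.

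Of 14 pairs of gene and time point for which 1 cell held over 3000 UMIs and over 90% of those of a time point, 13 had UMIs more often in cells of the same range of 24 numbers than in the others, with median shares of 77.4% and 43.3%. Carry-over between cells processed together may account for this. No biological explanation was tested.

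Of the kept cells, 251 held over 1 CPM of both *Xist* and Y-linked genes. The lower of the pair stood at a median of 3.73% of its level in cells that hold only that one, which argues against 2 cells in 1 tube. In 218 of these cells it was under 10%, and in 9 at least 25%, which is consistent with carry-over in most of them.

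At d4 the cells numbered 49 to 96 fell in 1 cluster, with 0 outside it, and 35 of the 40 numbered 1 to 48 in another. A difference between library batches that the cell numbers follow may account for the separate clusters. The number ranges differed 2.42-fold in median UMIs. Of the 10 cells numbered 1 to 48 that were no deeper than the median of those numbered 49 to 96, 9 fell outside the cluster of the latter, which argues against a difference in depth as the whole cause. Only 6 of these 10 fell in the cluster of most cells numbered 1 to 48, against 29 of the 30 deeper ones, so a part of depth in the clusters stays open. No biological explanation was tested.

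*Nanog* had UMIs in 83.3% of d0 cells. The genome has 1 other locus that matches its transcript over at least 500 bases at 90% identity or more, on chromosome X of NCBIM37 from 87127651 to 87128967, with 97.4% identity. Reads shared with this locus may account for the UMIs. The ratio of *Pou5f1* to *Nanog* at d0 was 0, which argues against pluripotent cells or their RNA.

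The median spike-in share was 6.12% at d8, 10.2% at d8c, 11.0% at d12, 17.4% at d12c and 19.3% at d20. Within d12 and d12c cells numbered 1 to 24, XEN-like cells had 0.918 times the share of the others, with only 7 cells, so less RNA in XEN-like cells stays open. The d12 cells with a higher MEF than XEN identity had 1.89 times the share of d8 cells, which is consistent with a larger amount of spike-in in later libraries.

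Of 77 cells of d1 to d8c with *Sall4*, 50.6% also had *Sox17* (39.0% to 62.2%), against 33.9% expected from their time points. After thinning it was 27.3% of 22 cells (10.7% to 50.2%), against 7.15%, which argues against depth as the whole cause. Carry-over was not tested for this pair.

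*Bmp2* had a mean of 5.71 CPM at d0, 62.0 at d1, 117 at d2 and 59.7 at d3. Within d3, d4 and d5 the highest Spearman correlation with *Sox17* across cells was 0.13, under the 0.2 set before. With 36 to 77 cells per time point the spread of each value reached above 0.2, and *Sox17* had a UMI in only 11 to 29 of them, so a rise of *Sox17* in the cells with most *Bmp2* stays open. Cells are not independent replicates.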
